# Characterisation of protein isoforms encoded by the *Drosophila* Glycogen Synthase Kinase 3 gene *shaggy*

**DOI:** 10.1371/journal.pone.0236679

**Published:** 2020-08-06

**Authors:** Dagmara Korona, Daniel Nightingale, Bertrand Fabre, Michael Nelson, Bettina Fischer, Glynnis Johnson, Jonathan Lees, Simon Hubbard, Kathryn Lilley, Steven Russell

## Abstract

The *Drosophila shaggy* gene (*sgg*, *GSK-3*) encodes multiple protein isoforms with serine/threonine kinase activity and is a key player in diverse developmental signalling pathways. Currently it is unclear whether different Sgg proteoforms are similarly involved in signalling or if different proteoforms have distinct functions. We used CRISPR/Cas9 genome engineering to tag eight different Sgg proteoform classes and determined their localization during embryonic development. We performed proteomic analysis of the two major proteoform classes and generated mutant lines for both of these for transcriptomic and phenotypic analysis. We uncovered distinct tissue-specific localization patterns for all of the tagged proteoforms we examined, most of which have not previously been characterised directly at the protein level, including one proteoform initiating with a non-standard codon. Collectively, this suggests complex developmentally regulated splicing of the *sgg* primary transcript. Further, affinity purification followed by mass spectrometric analyses indicate a different repertoire of interacting proteins for the two major proteoforms we examined, one with ubiquitous expression (Sgg-PB) and one with nervous system specific expression (Sgg-PA). Specific mutation of these proteoforms shows that Sgg-PB performs the well characterised maternal and zygotic segmentations functions of the *sgg* locus, while Sgg-PA mutants show adult lifespan and locomotor defects consistent with its nervous system localisation. Our findings provide new insights into the role of GSK-3 proteoforms and intriguing links with the GSK-3α and GSK-3β proteins encoded by independent vertebrate genes. Our analysis suggests that different proteoforms generated by alternative splicing are likely to perform distinct functions.

## Introduction

Glycogen Synthase Kinase-3 (GSK-3) is a highly conserved protein kinase that has orthologs in all metazoans, with proteins from distant species such as flies and humans displaying more than 90% sequence similarity in the protein kinase domain [1, 2]. Initially identified as an enzyme involved in the regulation of glycogen metabolism, a key role for the *Drosophila* orthologue encoded by the *shaggy* (*sgg*) locus in embryonic segmentation [3] established GSK-3 at the heart of the Wnt signalling pathway in flies and vertebrates [4]. In brief, GSK-3 kinase activity acts to negatively regulate Wnt signalling by phosphorylating β-catenin, Armadillo (Arm) in *Drosophila*, such that it is ubiquitinylated and subsequently degraded by the proteasome. When Wnt signalling is active, GSK-3 is inactivated, Arm is stabilized and translocates to the nucleus where it binds to the Tcf transcription factor to activate Wnt responsive genes [5]. Considerable work from many laboratories has established that GSK-3 and Wnt signalling is pivotal for cell differentiation and morphogenesis across the Metazoa [5, 6].

In vertebrates, there are two major isoforms of GSK-3, alpha and beta, each encoded by independent paralogous genes. While these isoforms share considerable homology in the kinase domain (85% overall identity, 98% within the kinase domains) [7], they show major differences at their termini with GSK-3α containing a large glycine-rich N-terminal region that is absent in GSK-3β [2]. Loss of GSK-3β in mice results in late embryonic lethality with liver, cardiac and craniofacial defects [8–10], and in Xenopus, expression of a kinase dead version of GSK-3β resulted in axis formation defects [11]. In addition, GSK-3β heterozygous mice exhibit a range of phenotypes, particularly in aspects of metabolism, homeostasis and nervous system function [12–15]. In contrast, loss of function GSK-3α mice are viable but show alterations in glucose metabolism [16] and abnormalities in brain structure and behaviour [17, 18]. Interestingly, there is evidence that the mammalian isoforms show both partially redundant and antagonistic interactions [12, 19–21] with the current view that they act at least partially redundantly in early embryonic Wnt signalling [22]. In contrast to vertebrates, the *Drosophila* genome contains a single major GSK-3 locus, *sgg*, that shows considerable complexity, with 17 annotated transcripts encoding 10 different protein isoforms predicted (Fig 1A and 1B). A second GSK-3 enzyme is encoded by the *gasket* locus, a retrotransposed gene whose expression is largely restricted to the testis [23] and is not considered further here. Sgg proteoforms differ at their N termini (5 alternatives), at internal exons and at the C terminus (3 alternatives). At the C terminus, Sgg-PD is unique among the proteoforms and was previously identified as Sgg46 [24]. The remaining nine proteoforms containing either a short C terminus, typified by Sgg-PB (Sgg10), or a longer C terminus typified by Sgg-PA (Sgg39). The longer isoform contains a glycine-rich region that is analogous to the N-terminal domain of the vertebrate GSK-3α. The role of this domain is currently not well understood but is predicted to contain an ANCHOR binding region [25] and two short MATH domain interaction motifs, both thought to be important in protein interactions [26] (Fig 1C).

**Fig 1:**
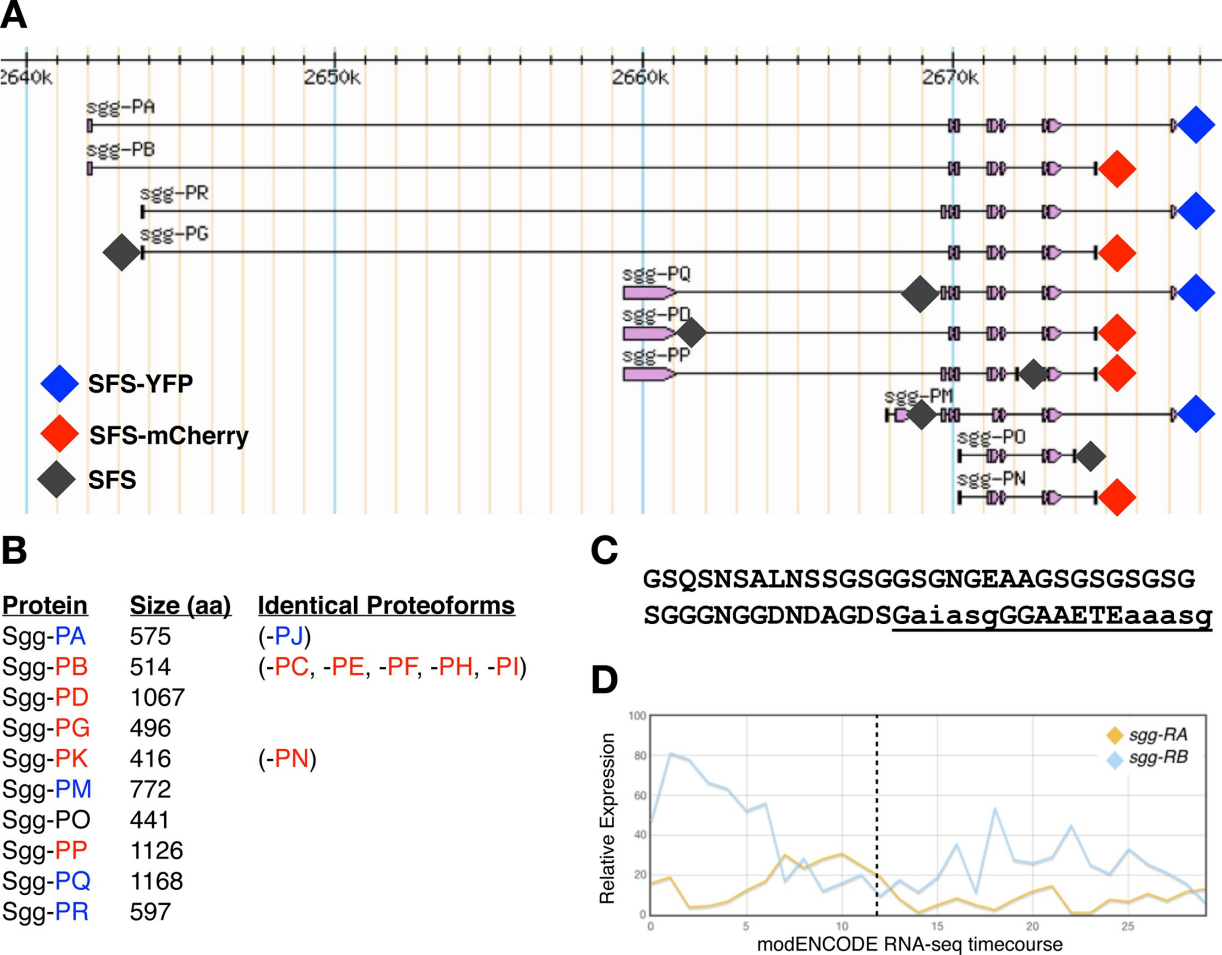
**A)** simplified map of *shaggy* locus showing the major proteoforms (from FlyBase). Diamonds indicate the position of insertion sites tagged by CRISPR/Cas9 with the colour representing the tag used. **B)** Length of each of the major Sgg proteoforms in amino acids and an indication of proteoforms sharing the same amino acid sequence (from FlyBase). **C)** Amino acid sequence of the C terminal exon differentiating isoform A from isoform B. The underlined sequence is a predicted ANCHOR binding region, lowercase letters indicate predicted MATH domain interaction motifs. **D)** modENCODE RNAseq timecourse of relative expression levels of transcripts encoding the major Sgg-PA Sgg-PB isoforms. The X axis indicates the modENCODE samples collected with the first 12 representing 2hr intervals across embryogenesis. Dotted line indicates the end of embryonic development.

In *Drosophila*, *sgg* is known to have a variety of developmental roles and interacts with a number of signalling pathways including Wnt, Hedgehog, Notch and Insulin [27–29], as well as being implicated in a variety of other cellular processes [30]. Null mutations in *sgg* exhibit a maternal effect lethal phenotype with a strong segment polarity defect in embryos lacking zygotic and maternal Sgg, as well as defects in the central and peripheral nervous systems [31]. In addition, analysis of a wide range of other alleles has reveal phenotypes in diverse tissues, for example in the macrochaetes, mechanosensory bristles found on the adult thorax, where it has been shown to phosphorylate key transcription factors [32]. However, despite the considerable focus on the role of *sgg* in development, little is known about how particular proteoforms contribute to specific functions. Previous work indicates that Sgg-PB (Sgg10) is an important proteoform, maternally contributed and detected throughout development into adults [33]. In contrast, Sgg-PA (Sgg39) has more limited expression, it does not appear to be maternally contributed (Fig 1D). and is not detected in wing imaginal disks, where the adult macrochaetes develop. A third major isoform, Sgg-PD (Sgg46), contains a C-terminal domain that includes a caspase-cleavage site. It appears to be dispensable for viability but has a role in sensory organ precursor development [24, 33]. Rescue experiments in *Drosophila* indicate that expression of a Sgg-PB isoform can fully rescue *sgg* null phenotypes and that mammalian GSK-3β but not GSK-3α can provide partial rescue of some, but not all null phenotypes, emphasising the difference between the mammalian genes and pointing to functional differences between Sgg proteoforms [28].

The complexity of the *sgg*, locus in *Drosophila* with its multiple proteoforms and the apparent differences between GSK-3 paralogs in vertebrates raises the question of how different GSK-3 proteoforms contribute to the functions of this key kinase during development and in homeostasis. In particular, there has been a general debate as to whether protein isoforms encoded by the multiple splice forms of a particular gene are produced and functional. One extreme, based on evidence from high throughput mass-spectrometry or literature curation of verified proteoforms, contends that most genes encoding multiple alternatively spliced isoforms only produce a single functional proteoform [34, 35]. In contrast, an alternative view is that alternatively spliced isoforms generate proteoforms with functionally distinct properties in terms of spatial or temporal expression, or their interaction repertoires [36, 37]. To help address the role of alternative Sgg proteoforms in *Drosophila* and the developmental roles GSK-3 plays, as well as contributing to the debate surrounding the functionality of splice isoforms, we used a CRISPR-Cas9 based genome engineering strategy to tag specific Sgg proteoforms. We introduced fluorescent protein or affinity tags into the endogenous *sgg* locus in *Drosophila* [38], altogether tagging eight different exons. This allowed us to follow the expression of Sgg proteoforms across embryonic development by immunohistochemistry and/or fluorescence microscopy, revealing unique and specific expression for each of the tagged proteoforms. Focusing on the major C terminal domains, we show that the short form (Sgg-PB) is ubiquitously expressed across embryogenesis and is essential for viability. In contrast, the long form (Sgg-PA) is specifically expressed in the developing nervous system and is not required for viability. Furthermore, using the tagged lines to identify interacting proteins for each proteoform class we found a different set of interactors. This agrees with an analysis of mammalian GSK-3α and β interactions using a yeast 2-hybrid approach which found a different set of interacting proteins for these closely related proteins [39]. We found that the loss of major proteoforms is not always compensated by other isoforms and can lead to age-related pathologies including accelerated senescence. Taken together, our work suggests that the transcript complexity of the *Drosophila sgg* locus reflects functionally relevant differences in the spatial and temporal expression of GSK-3 as well as functional differences between major proteoforms.

## Results and discussion

### In vivo tagging of major Sgg proteoforms

In order to determine the expression and localisation of specific Sgg proteoforms we used CRISPR/Cas9 genome engineering to introduce different in-frame protein tags into specific exons at the endogenous *sgg* locus [38]. We first focused on the major C terminal proteoforms represented by Sgg-PA and Sgg-PB, constructing fly lines containing a 3xFLAG-StrepTagII-mVenus-StrepTagII (FSVS) cassette just before the termination codon. We have previously utilised this cassette in a large-scale protein trap screen [40] and found it was tolerated by a wide range of different *Drosophila* proteins *in vivo*. In both cases the lines we generated were homozygous or hemizygous viable and fertile. Using an antibody against the FLAG epitope we first examined the expression of each tagged proteoform in the *Drosophila* embryo via immunohistochemistry. With Sgg-PA we found little or no expression during early development but by stage 9 (germband extension) we observed strong and specific expression in the developing CNS of the trunk and then brain. As development proceeded expression became prominent in the elaborating PNS and was particularly strong in the chordotonal organs, where it continued to the end of embryogenesis (Fig 2E and 2H). Looking more closely we observed that in the chordotonal organs staining was associated with the cell bodies and extended into the ciliated endings. (arrows in Fig 2M and 2P). Towards the end of embryogenesis, we observed specific staining in a subset of cells in the developing brain and in the anterior commissural bundle (S1 Fig). In contrast, we found strong and ubiquitous staining in the Sgg-PB lines in the early embryo, as expected from the strong maternal contribution detected by RNA-seq analysis (Fig 1D), that continued until germ band retraction (Fig 2C and 2F). Demonstrating that the ubiquitous strong staining reflects Sgg-PA expression, we live imaged embryos carrying an mCherry tagged Sgg-PA and observed similar ubiquitous expression in the blastoderm (S1F Fig). At later stages expression was prominent in the hindgut, midgut and salivary glands (Fig 2I**)**. At higher magnification in stage 11–13 embryos (germ band retraction), we observed staining in the developing muscles (Fig 2N) and epidermis (Fig 2O).

**Fig 2:**
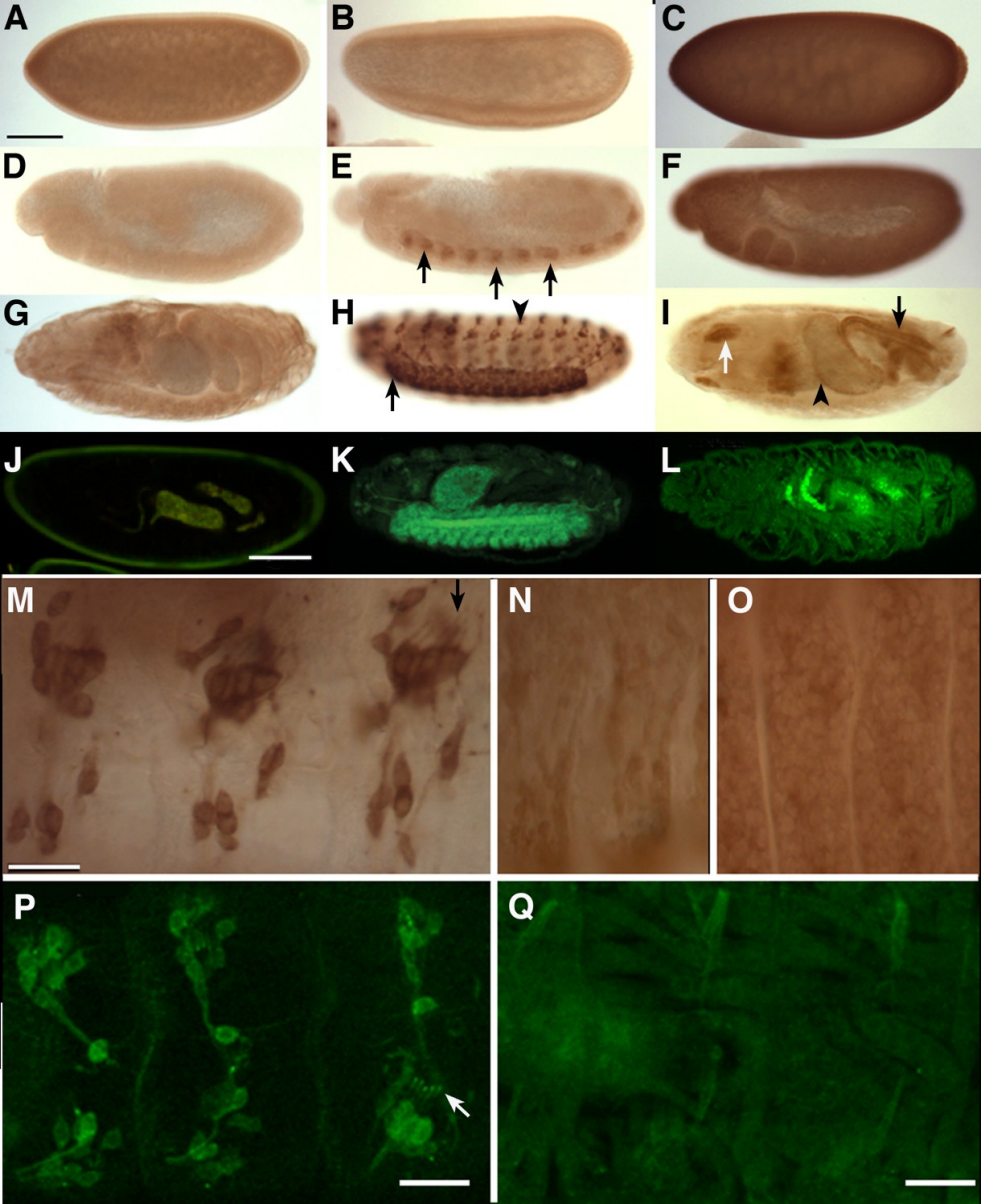
Immunohistochemistry and live imaging of tagged Sgg-PA and -PB proteoforms. All stainings are with anti-FLAG. **(A, D and G)** wild type embryos at stage 5–6 (blastoderm), 10–11 (extended germ band) and 16 (late embryogenesis) respectively. **(B, E and H)** tagged Sgg-PA at similar stages showing expression in the developing CNS (arrows in E), mature CNS and PNS (arrow and arrowhead in H). **(C, F and I)** tagged Sgg-PB at equivalent stages showing ubiquitous expression at the blastoderm **(C)** and germband extension stages **(F),** followed by localised expression in hindgut (arrow in I), midgut (arrowhead in I) and salivary glands (white arrow in I). **(J-L)** live confocal images of late stage embryos. Wild type showing gut autofluorescence (**J)**, Sgg-PA^FSVS^ showing prominent CNS expression **(K)**, Sgg-PB^FSVS^ showing mesoderm expression **(L)**. **(M)** lateral view of abdominal chordotonal organs from a stage 15 Sgg-PA embryo. **(N and O)** lateral view of the mesoderm **(N)** and epidermis **(O)** from a stage 14 Sgg-PB embryo. **P)** lateral view of YFP expression in abdominal chordotonal organs of a stage 15 Sgg-PA embryo. **(Q)** lateral view of YFP expression the epidermis of a stage 15 Sgg-PB embryo. All embryos are lateral views with anterior to the left. Scale bar in A = 100μm (applies to A-L), Scale bar in M = 20μm (applies to M-Q).

To confirm the localisation observed with the immunohistochemistry, we examined the FSVS tagged versions of Sgg-PA and Sgg-PB by confocal imaging unfixed samples. We found very similar, if not identical, localisation to that obtained by immunohistochemistry (Fig 2K and 2L). In particular the fluorescence allowed much clearer visualisation of Sgg-PA throughout the chordotonal organs (Fig 2P) and Sgg-PB in the musculature (Fig 2Q). We also generated alternatively tagged versions of each proteoform by replacing the YFP tag with mCherry. We generated embryos heterozygous for either Sgg-PA^YFP^/Sgg-PB^mCh^ (Fig 3A and 3C) or Sgg-PA^mCh^/Sgg-PB^YFP^ (Fig 3B and 3D) and imaged these by confocal microscopy. While in general the mCherry signal was significantly weaker that the YFP, we were able to confirm and extend our immunohistochemistry observations. The fluorescent reporters confirmed the strong localisation of Sgg-PA to the central nervous system and prominently in the PNS as well as Sgg-PB in the epidermis and mesoderm (Fig 3E and 3F), particularly in the epidermis, Sgg-PB appeared to give a more punctate appearance (Figs 3E and S1G).

**Fig 3:**
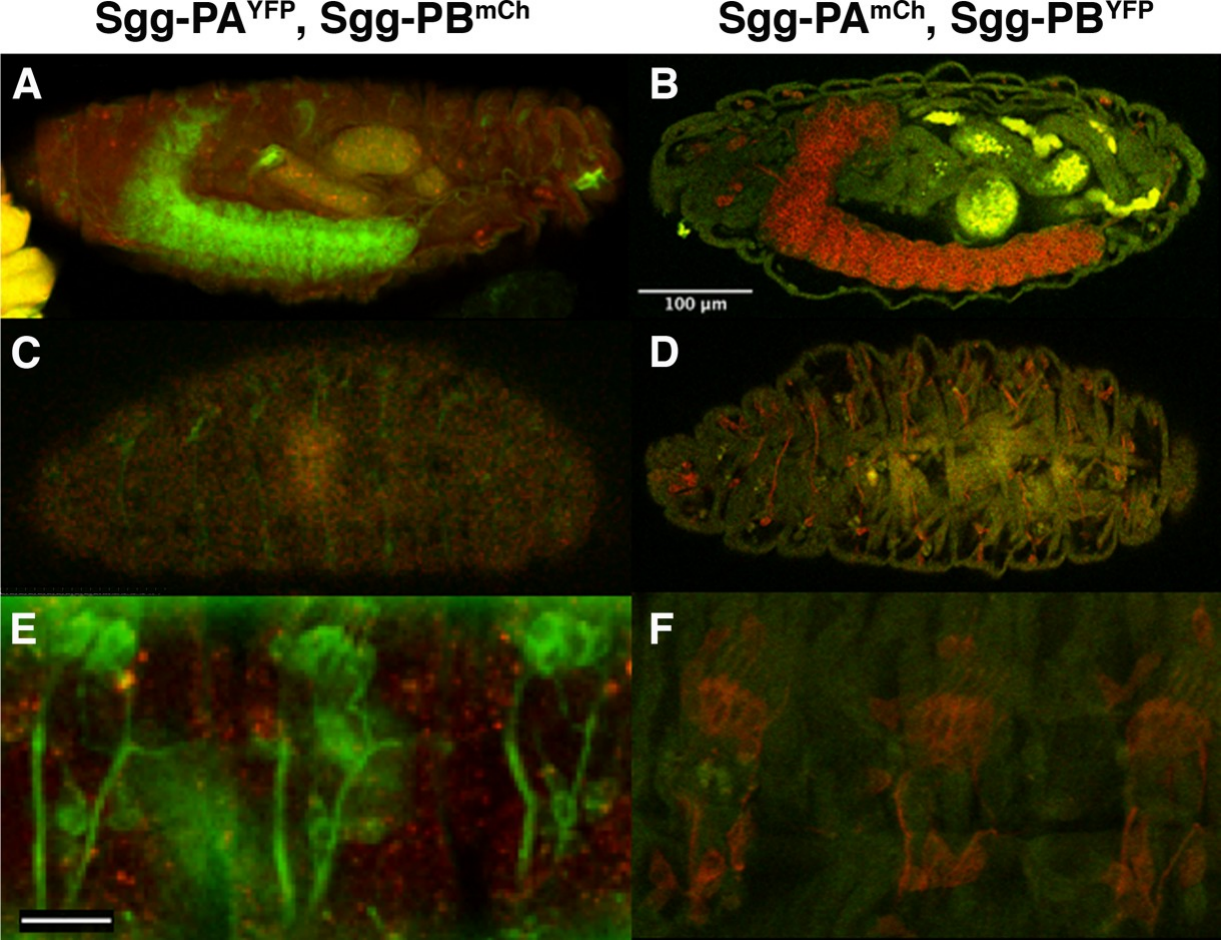
Fluorescence imaging of tagged Sgg proteoforms. **(A and C)** heterozygous stage 17 female embryos carrying Sgg-PA tagged with YFP and Sgg-PB tagged with mCherry showing Sgg-PA expression in CNS **(A)** and PNS **(C)** with weaker ubiquitous expression of Sgg-PB. **(B and D)** stage 17 heterozygous female embryos carrying reciprocally tagged lines (Sgg-PA-mCherry, Sgg-PB-YFP) highlighting Sgg-PA in the CNS **(B)** and PNS **(D)** and Sgg-PB in the mesoderm **(D)**. **(E and F)** close up view of Sgg-PA in chordotonal organs (YFP in E and mCherry in F) and punctate epidermal Sgg-PB (mCherry in E) and mesodermal Sgg-PB (YFP in F). All embryos oriented anterior to the left, dorsal to the top. Scalebar in B = 100μm (applies to A-D), Scale bar in E = 20μm (applies to E and F).

### Tagging other Sgg proteoforms

We extended our analysis to examine other Sgg proteoforms, introducing exon specific 3xFLAG-StrepTagII tags into the endogenous *sgg* locus (Fig 1, S1 Table). We tagged the C-terminus of the first exon of Sgg-PD (which also tags -PP and -PQ); the first coding exon of Sgg-PG (also tags -PR), the unique terminal exon of Sgg-PO, a unique internal exon of Sgg-PP and an internal exon of Sgg-PQ (shared with -PM, -PP and -PR). Finally, Sgg-PM is predicted to initiate with a valine rather than a methionine and we tagged a unique exon in this proteoform to confirm the translation from a non-standard initiation codon. All of the tagged lines we generated were homozygous or hemizygous viable and fertile, and we again examined expression in fixed samples by immunohistochemistry with a monoclonal antibody recognising the FLAG epitope (S2 Fig). In contrast to the -PA and -PB tagged lines we noticed that, apart from Sgg-PD, the expression levels of the other proteoforms was generally weaker and mostly restricted to particular tissues.

#### Sgg-PD

This variant shows early expression that is largely restricted to mesoderm (S2D Fig) and becomes more prominent at stage 9 (S2E Fig). At later stages the expression of Sgg-PD is generally weak and ubiquitous with elevated levels found in the CNS, posterior spiracles, Malpighian tubules, proventriculus and salivary glands (S2F and S2V Fig).

#### Sgg-PG and -PR

These proteoforms share a unique amino terminus and have either the long (-PR) or short (-PG) C termini described above, they also differ in a short internal exon but our tagging does not differentiate between these (S1 Table). We did not detect any strong expression during early stages, but by mid-embryogenesis we observed transient mesoderm expression (S2H Fig) followed by later expression in the hindgut (S2I Fig), foregut and the anterior region of the pharynx (S2W Fig).

#### Sgg-PM

This proteoform is predicted to initiate with an unconventional start codon, a valine rather than a methionine, and shares a C terminus with Sgg-PA. We found no early expression of this proteoform. Late in development we observed expression in the pharynx, proventriculus and weakly in the hindgut (S2L Fig).

#### Sgg-PO

This Sgg-PO proteoform has a unique C-terminus (Fig 1), and is not detected during early stages but again shows detectable expression in the mesoderm (S2N Fig) from stage 9 and at later stages in the hindgut, posterior spiracles and prominently in the proventriculus (S2O and S2X Fig).

#### Sgg-PP

This proteoform shares the N-terminal exon of Sgg-PD and the short C-terminal exon but has a short unique exon that we tagged. We did not find any expression during early embryogenesis, although there appears to be faint staining in the mesoderm at stage 9 (S2Q Fig), but we did observe expression in the hindgut and anterior midgut of late embryos (S2R and S2Y Fig).

#### Sgg-PQ

We tagged this proteoform at an internal exon shared with–PR, -PP, and–PM. These proteoforms were not detected during early embryogenesis but at later stages it was is prominent in the salivary glands and proventriculus (S2U Fig).

Taken together, our tagging strategy has revealed dynamic and tissue-specific expression of different Sgg proteoforms during embryogenesis. Our most striking finding is the clear difference in expression of the major C-terminus proteoforms exemplified by Sgg-PA and Sgg-PB, which, as we describe above, may correspond to the GSK-3α and GSK-3β proteins encoded by separate genes in vertebrate genomes. We therefore elected to generate specific loss of function mutations in each of these major isoforms by separately deleting their specific C-terminal exons. A further noticeable feature of the proteoform expression was the localisation of different tagged proteoforms in the developing digestive system, particularly in the proventriculus and hindgut. While it has been shown that *sgg* expression is enriched in particular regions of the adult gut, particularly the crop and hindgut [41], there have been relatively few reports of functional roles for *sgg* in the gut [42, 43] or other specific tissues in the embryo [44]. Finally, the extensive early mesoderm expression shown by several proteoforms is consistent with the previously established role for *sgg* and Wnt signalling in embryonic muscle cell progenitors[45].

### Proteoform specific mutations and transcriptomics

We used CRISPR-Cas9 genome engineering to generate in locus deletions to remove the C-terminal exons specific for the Sgg-PA or Sgg-PB proteoform families. We completely removed the unique exons, replacing them with a 3Px3 driven DsRED marker, flanked by LoxP sites, that was subsequently removed by the activity of Cre recombinase to leave the remainder of the locus largely unaltered [46]. In this way we generated Sgg-PB mutations, where the following upstream exon unique for isoform Sgg-PA was left intact. Similarly, we removed the last unique exon for isoform Sgg-PA ensuring the flanking sequences were not affected. Both of the exon deletions were confirmed by genotyping via PCR and sequencing.

Deletion of the Sgg-PA class proteoforms (*sgg*^*isoA*^) resulted in flies that were viable and fertile, whereas loss of the Sgg-PB class proteoforms (*sgg*^*isoB*^) resulted in late embryo/early larval lethality. We note that in the case of *sgg*^*isoA*^, progeny from homozygous mothers lack both maternal and zygotic contributions and are thus completely null, whereas progeny from hemizygous *sgg*^*isoB*^ mothers have a maternal contribution of wild type transcript or protein.

We examined mutant lines by immunostaining to determine any effects on CNS and PNS development and only observed minor defects in a small percentage of progeny (<5%). Examination of larval cuticles revealed a similar low frequency of defects, with the very occasional appearance of animals resembling *sgg* loss of function phenotypes (<1%). We conclude that the unique C-terminal extension defining the Sgg-PA class of proteoforms is dispensable for normal development, a similar situation as seen in vertebrates with the loss of GSK-3α. We presume that in this case, ubiquitous expression of the shorter Sgg-PB class of proteoforms is able to provide sufficient Sgg function in the nervous system. In contrast, loss of the Sgg-PB class terminal exon is lethal and either cannot be rescued by the longer C-terminus or selection of the Sgg-PA terminal exon is tissue specific and unable to be spliced in some tissues.

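Poly(A) RNA from 14 samples of embryos aged 10 to 15 h was sequenced from a single end, in an experiment on *sgg* isoA and an experiment on *sgg* isoB that each had their own control samples. The authors aligned the reads with TopHat and Bowtie and counted the reads on the exons of each gene with Rsubread. Under its default parameters this program ignores the strand of a read and drops a read that overlaps more than 1 gene. The deposited values are these raw counts for 17493 genes, without normalization. From there, each experiment was analysed on its own. Genes were kept by the filterByExpr function of edgeR with its default parameters, library sizes were scaled by the TMM method, and mutant and control samples were compared with edgeR's two-sided quasi-likelihood test. The p-values were adjusted over all genes kept by the Benjamini-Hochberg method. A gene was called at an adjusted p-value of at most 0.05 and a log2 fold change of at least 0.7 in either direction, which are the thresholds the authors state. Levels are given as CPM, counts scaled to a common library size. The table holds a single count for *sgg* over all of its exons, so it does not separate the transcripts that end in the Sgg-PA exon from those that end in the Sgg-PB exon. Gene positions are those of an Ensembl annotation of the Release 6 assembly that is later than the annotation the authors counted on.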

To examine whether the loss or reduction of Sgg proteoforms had consequences for gene expression, we performed RNA-seq analysis using RNA extracted from the isoform specific null mutants (Fig 4A, S2 Table). In the case of *sgg*^*isoA*^, embryos from homozygous mothers crossed to hemizygous fathers are completely null for the proteoforms containing this exon and we compared RNA from these embryos with stage matched embryos from the progenitor stock. 

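The 3 *sgg* isoA null samples had between 15841397 and 18311205 counts on genes, with a median of 18051592. Their 3 control samples had fewer, between 8082962 and 12800846 with a median of 11644850. A count of 3, below which a level was not read, corresponds to between 0.164 and 0.189 CPM in the null samples and between 0.234 and 0.371 CPM in the controls. *sgg* itself (FBgn0003371) lies on the X chromosome from 2633952 to 2679553. Its level was 291 ± 35.4 CPM (SD, n = 3) in the null samples and 244 ± 44.6 CPM (SD, n = 3) in the controls. This is a log2 fold change of 0.26 (standard error 0.16, adjusted p = 0.403 from edgeR's quasi-likelihood test), and a two-sided exact permutation test of the log2 CPM gave p = 0.3, where 3 samples against 3 cannot go below 0.1. Loss of the exon was therefore not visible in the count of the whole gene, and reads shared with the overlapping *lncRNA:CR45197* are not in it. The embryos were not sorted by sex. The RNAs *roX1* and *roX2*, which come from the male X chromosome, had log2 fold changes of -0.35 (standard error 0.20, adjusted p = 0.382 from the same edgeR test) and -0.13 (standard error 0.21, adjusted p = 0.754 from the same edgeR test).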

We performed triplicate biological replicates and after filtering (1.6-fold expression change, p<0.05) we identified 100 genes with significantly changed expression (26 up and 74 down) with no significant enrichment of any Gene Ontology terms apart from a down-regulation of 6 mitochondria-encoded respiratory chain components (*ATPase-6*, *Cyt-b* and 4 ND subunits) along with 7 other enzymes involved in respiration or redox reactions. 

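Among the 10397 genes kept, 101 were called in *sgg* isoA null embryos, 30 of them higher than in the controls and 71 lower. In all 101 the samples of the 2 groups did not overlap, as was the case for 24.8% of all genes kept, where chance gives 10%. An unadjusted p-value under 0.05 was found for 1966 genes. The number called depended on single samples and on the test. It was 10, 12 and 6 without null replicate 1, 2 or 3, 35 without control replicate 1 and 183 without control replicate 3, and DESeq2 called 368 genes. Without null replicate 1, 2 or 3 more of the called genes were higher than lower (7 and 3, 9 and 3, 5 and 1). Without control replicate 1, 2 or 3 more were lower, as with all samples. The largest rises among the called genes were those of *Mal-B1* (FBgn0032381), with a log2 fold change of 4.31 (standard error 0.34), the antisense gene *asRNA:CR45600* with 4.05, *CG15599* with 3.40 and *SkpC* with 3.29, and *Lcp1*, with at most 2 counts in any control, was at least 5.42-fold higher. *lcs*, with at most 1 count in any null sample, was at least 17.6-fold lower, and the largest falls of the other called genes were those of *asRNA:CR44975* with -4.57, *CR43669* with -4.42, *vis* with -3.87 and *CG13946* with -3.84. The antisense genes and *CR43669* overlap other genes, from whose reads the counting cannot separate them. *Lcp1*, *lcs*, *asRNA:CR44975*, *vis* and *CG13946* lost their call whichever of the 3 null samples was left out, *SkpC* lost it without null replicate 1 (3.09) or 3 (3.25) and *CR43669* without null replicate 2 (-4.41), while *Mal-B1*, *asRNA:CR45600* and *CG15599* kept it whichever of the 6 samples was left out.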

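The genes of the mitochondrial genome were lower as a group. Of its protein genes, 12 were tested in *sgg* isoA null embryos, all 12 had a negative log2 fold change, and in 11 the null and control samples did not overlap. The 6 that were called are *mt:ATPase6*, *mt:Cyt-b* and the ND subunits *mt:ND1*, *mt:ND3*, *mt:ND4* and *mt:ND5*. *mt:ATPase6* (FBgn0013672, positions 4062 to 4736 of the mitochondrial genome) had 315 ± 20.8 CPM (SD, n = 3) in null embryos and 821 ± 210 CPM (SD, n = 3) in controls, a log2 fold change of -1.38 (standard error 0.18, adjusted p = 0.0197 from edgeR's test). *mt:Cyt-b* (FBgn0013678, positions 10499 to 11635) had 870 ± 100.1 CPM against 1925 ± 403 CPM (SD, n = 3 each), a log2 fold change of -1.15 (standard error 0.16, adjusted p = 0.0228 from edgeR's test). The log2 fold changes were -0.81 for *mt:ND1* (standard error 0.10), -2.19 for *mt:ND3* (standard error 0.30), -1.20 for *mt:ND4* (standard error 0.13) and -0.91 for *mt:ND5* (standard error 0.14), with adjusted p-values between 0.0106 for *mt:ND4* and 0.0324 for *mt:ND5*. The remaining 6 fell by 0.41 (*mt:ND2*) to 1.40 (*mt:ND4L*) on the log2 scale, with unadjusted p-values under 0.05 and adjusted p-values over it. *mt:ATPase8* had at most 22 counts in any sample and was not tested. *mt:ATPase6* overlaps *mt:ATPase8* and *mt:CoIII*, and *mt:ND4* overlaps *mt:ND4L*, so reads across these borders are missing from the counts. Without null replicate 1, 2 or 3 the number of these genes called was 0, 1 and 0, and it was 7, 5 and 6 without control replicate 1, 2 or 3. All 12 were still lower in each of these fits.

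**Figure D1:**
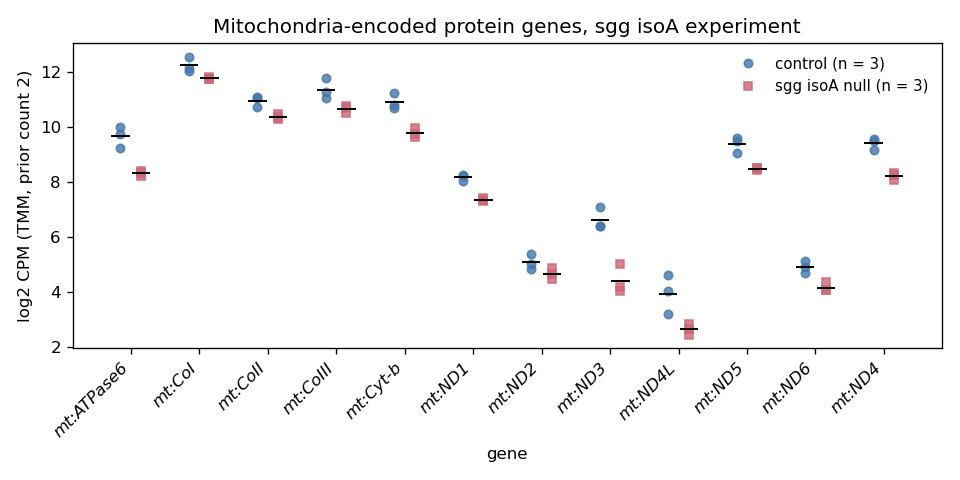
Level of each mitochondria-encoded protein gene tested, in log2 CPM with a prior count of 2, in the 3 control samples (circles) and the 3 *sgg* isoA null samples (squares); horizontal lines are group means. In 11 of the 12 genes every null sample lies below every control sample.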

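Developmental and signalling pathways were examined in *sgg* isoA null embryos with lists of genes fixed in advance, as 6 of 11 gene sets tested together with camera, a two-sided competitive test of limma with a preset correlation of 0.01 between genes. A single member of the 6 pathways was called, *rl* (FBgn0003256), a member of the EGFR pathway on chromosome 2R from 1071462 to 1125927. *rl* had 169 ± 16.9 CPM (SD, n = 3) in null embryos and 86.2 ± 12.7 CPM (SD, n = 3) in controls, a log2 fold change of 0.97 (standard error 0.14, adjusted p = 0.0249 from edgeR's quasi-likelihood test). It was no longer called without control replicate 1 or without any 1 of the null samples, where its log2 fold change was 0.89 to 1.02. *rl* lies in a stretch of 2R next to the centromere in which 7 of 12 genes tested were called. The median log2 fold change of the Wnt pathway was 0.19 (15 of 28 genes higher, adjusted p = 0.0225 with camera in limma). That call was lost with fry, with a correlation estimated from the data, and without null replicate 3 or control replicate 3 (median 0.10 in each). The medians of the Hedgehog, Notch, Dpp, EGFR and insulin pathways lay between 0.020 and 0.11, with adjusted p-values from camera in limma between 0.0937 and 0.482.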

Given that *sgg*^*isoA*^ null embryos are viable and fertile the lack of any major effects on gene expression was not unexpected.

**Fig 4:**
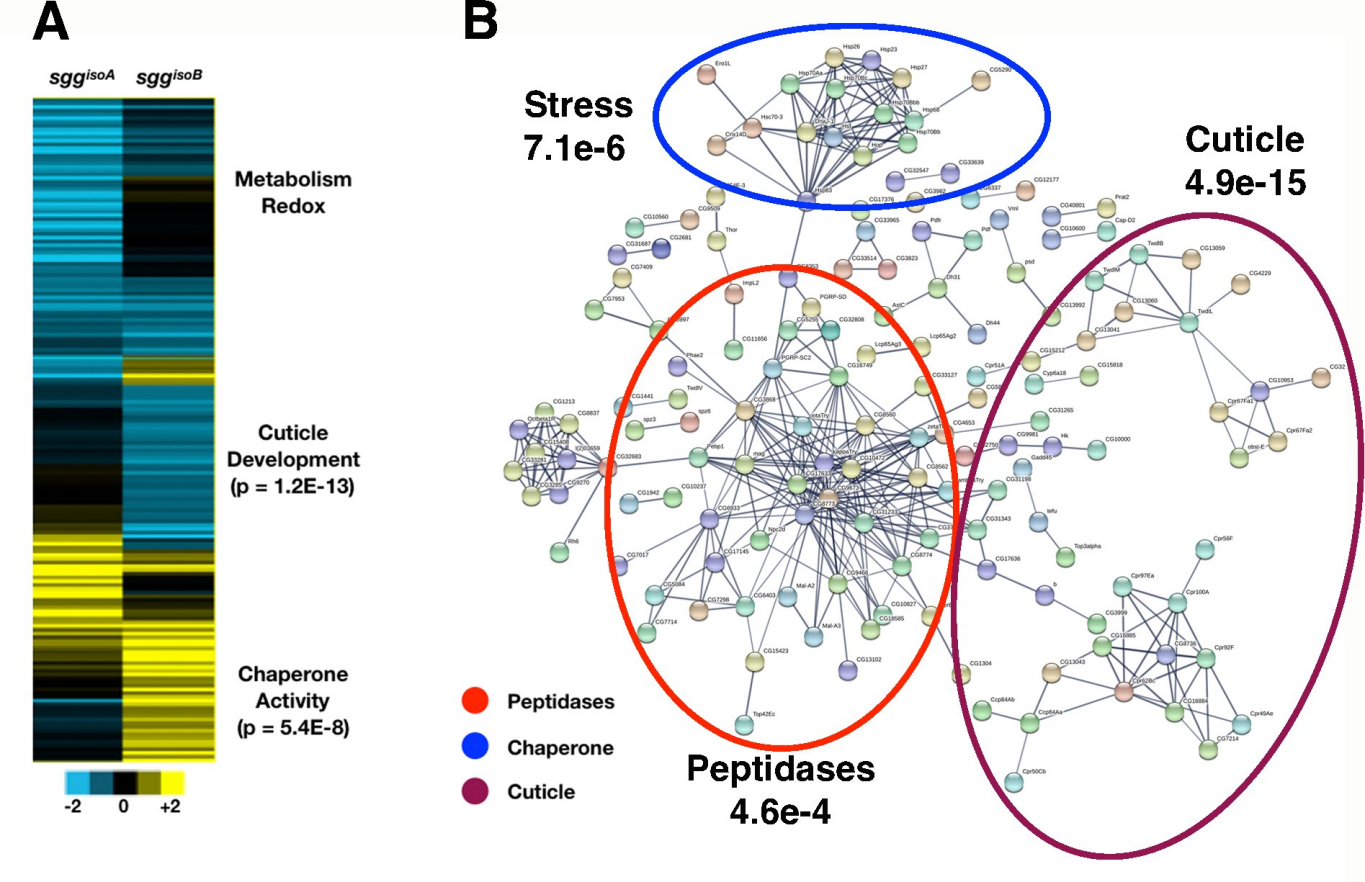
RNA-seq of *sgg* isoform mutants. **(A)** heatmaps of significant expression changes in embryos maternally and zygotically null for *sgg*^*isoA*^ and zygotically null for *sgg*^*isoB*^ with significant GO enrichments indicated. (**B)** String interaction map constructed from genes with significantly changed expression in *sgg*^*isoB*^ zygotic nulls showing highly connected networks of peptidases, chaperone functions and cuticle biosynthesis genes (p-values indicated corrected gene ontology enrichments for the indicated terms).

For the analysis of *sgg*^*isoB*^ we extracted RNA from null hemizygous male embryos derived from heterozygous mothers, identifying these individuals by the lack of a GFP balancer, and compared this with RNA from the progenitor stock. 

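The 4 *sgg* isoB zygotic null samples had between 14378062 and 25124367 counts on genes (median 24605156), and their 4 control samples had between 11189291 and 23798611 (median 22620698). By the methods, the control embryos were the non-fluorescent progeny of a parallel cross of +/FM7-GFP mothers to FM7-GFP/Y fathers. *roX1* had 757 ± 127 CPM (SD, n = 4) in the null samples and 564 ± 83.6 CPM (SD, n = 4) in the controls, while the groups of the *sgg* isoA experiment, whose embryos were not sorted by sex, had 515 ± 63.2 and 656 ± 187 CPM (SD, n = 3 each, scaled within that experiment). These counts therefore do not show whether the *sgg* isoB groups held males alone. *roX1* had a log2 fold change of 0.43 (standard error 0.15, adjusted p = 0.0838 from edgeR's quasi-likelihood test) and *roX2* one of 0.12 (standard error 0.18, adjusted p = 0.694 from the same edgeR test). A count of 3 corresponds to between 0.119 and 0.209 CPM in the null samples and between 0.126 and 0.268 CPM in the controls. *sgg* had 296 ± 38.1 CPM (SD, n = 4) in the null samples and 353 ± 21.2 CPM (SD, n = 4) in the controls. Its log2 fold change was -0.26 (standard error 0.10, adjusted p = 0.113 from edgeR's test), and the two-sided exact permutation test gave p = 0.0571, where the smallest p that 4 samples against 4 allow is 0.0286.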

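In the *sgg* isoB experiment 10693 genes were kept and 488 were called, 105 higher and 383 lower in the zygotic nulls. The groups did not overlap in 462 of the 488, and in 20.3% of all genes kept, where chance gives 2.86%. The adjusted p-value alone was passed by 1183 genes. The number called ranged from 202 without control replicate 3 and 215 without control replicate 2 to 676 without null replicate 4. It was 325 without null replicate 2 and 318 without null replicate 3. *CG13041*, with no count in any null sample and at most 13 in a control, was at least 3.25-fold lower and overlaps 2 non-coding genes, and this bound does not rank it among the other falls. Of the called genes with more than 3 counts in a sample of each group, the largest fall was that of *CG32551* with a log2 fold change of -3.30, then *Npc2d* with -2.60, *CG5225* with -2.47 and *CG17376* with -2.36. These are genes of low count, at most 60 in any sample, and *CG5225* and *CG17376* each lost their call without control replicate 2, where their log2 fold changes were -2.35 and -2.42, and without control replicate 3, where they were -2.45 and -2.33. *CG17376* also lost it without null replicate 3 (-2.53) and without control replicate 4 (-2.11).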

While we expect a rescue of the zygotic mutation by the maternal component, we nevertheless identified 482 genes with significant expression changes (94 up and 388 down) (S2 Table). In particular, we noted a strong upregulation of Heat Shock Factor (Hsf) and a number of stress response and chaperone genes, but down regulation of sets of genes implicated in cuticle development and proteolysis. Many of these dysregulated genes form a highly connected network (p <10e-16, Fig 4B) indicating that mutants are clearly perturbed at the transcriptional level. 

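*Hsf* (FBgn0001222), on chromosome 2R from 18130303 to 18134634, had 184 ± 9.93 CPM (SD, n = 4) in *sgg* isoB zygotic nulls and 94.3 ± 5.72 CPM (SD, n = 4) in controls. Its log2 fold change was 0.96 (standard error 0.07, adjusted p = 1.59e-04 from edgeR's quasi-likelihood test), higher in all 4 null samples than in any control (two-sided exact permutation test, p = 0.0286), and it stayed between 0.93 and 1.00 across the alternative settings. All 15 chaperone and stress genes drawn in the Stress circle of Fig 4B were called as higher. That figure was drawn from genes significant in these same samples, so the 15 calls are not an independent result. *Hsp68* rose from 2.43 ± 0.36 to 200.3 ± 122 CPM (SD, n = 4 each), a log2 fold change of 6.39 (standard error 0.53, adjusted p = 2.62e-04 from edgeR's test). *Hsp23* and *Hsp26* had log2 fold changes of 3.80 (standard error 0.27) and 3.74 (standard error 0.54), *Hsp27* had 2.60 (standard error 0.34) and *DnaJ-1* had 1.48 (standard error 0.14). *Hsp83*, with 936 ± 182 CPM against 353 ± 46.2 CPM (SD, n = 4 each), had 1.40 (standard error 0.14, adjusted p = 9.40e-04 from edgeR's test). The smallest of these rises were those of *Hsc70-3* (0.73) and *Stip1* (0.73). *Hsc70-3* fell under the fold change threshold without null replicate 1 (0.64), as *Stip1* did without control replicate 1 (0.67). *Hsp27*, *Hsp68* and *Hsp83* overlap other genes, and reads on both are not counted. *Hsp70Aa* was at least 14.4-fold higher and *Hsp70Ba* at least 37.7-fold, as neither had more than 1 count in a control. Reads are shared between the near-identical copies of *Hsp70*, so the values of the single copies are uncertain.

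**Figure D2:**
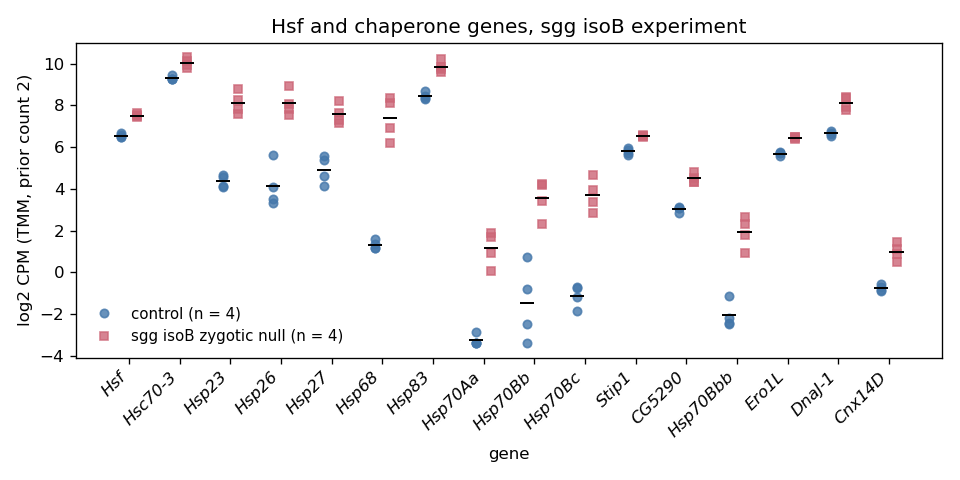
Level of *Hsf* and of the stress genes of Fig 4B, in log2 CPM with a prior count of 2, in the 4 control samples (circles) and the 4 *sgg* isoB zygotic null samples (squares); horizontal lines are group means. In every gene shown all 4 null samples lie above all 4 controls, and the stress genes had been selected on these same samples.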

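Gene sets fixed in advance were tested in the *sgg* isoB experiment with camera in the same way. The 3 sets that follow cover themes the paper had already reported from these same samples, so they are not an independent test. Heat shock proteins and chaperones had a median log2 fold change of 0.47 over 37 genes tested, with 33 higher, and 13 were called (14 when adjusted over the list alone; adjusted p = 2.26e-33 with camera in limma). The 2 members with a control group at the floor leave this median at 0.47 when set at their bounds, and without the Hsp70A and Hsp70B genes it was 0.41. Cuticle proteins had a median of -0.83, with 93 of 99 lower and 32 called (51 when adjusted over the list alone; adjusted p = 2.10e-21 with camera in limma). *Cpr67Fa1*, the one of these with the smallest adjusted p, had a log2 fold change of -1.19 (standard error 0.15, adjusted p = 0.00288 from edgeR's test). Serine peptidases had a median of -1.01, with 13 of 16 lower and 6 called (9 when adjusted over the list alone; adjusted p = 1.14e-05 with camera in limma). Among them *Try29F* had a log2 fold change of -1.45 (standard error 0.15, adjusted p = 0.00103 from edgeR's test). All 3 set calls held with fry. With a correlation estimated from the data the chaperones kept theirs (adjusted p = 0.00917 in limma), and the cuticle proteins and the serine peptidases did not (adjusted p = 0.0557 in limma for each). *Cpr67Fa1* and *Try29F* were singled out after their values were seen.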

We presume these gene expression changes reflect the gradual loss of *sgg*^*isoB*^ maternal product, however, and in line with the lack of overt morphological phenotypes, we note that we found no apparent changes in any major developmental or signalling pathways.

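The same 6 pathway lists were tested in *sgg* isoB zygotic nulls. Their median log2 fold changes were 0.15 for Wnt (25 of 28 genes higher), 0.20 for Hedgehog (13 of 15), 0.22 for Notch (24 of 26), 0.18 for EGFR (13 of 19), 0.11 for insulin (17 of 20) and 0.11 for Dpp (9 of 13). With camera in limma the adjusted p-values were 8.93e-04 for Wnt, 1.92e-04 for Hedgehog, 1.19e-04 for Notch, 0.00260 for EGFR, 9.35e-05 for insulin and 0.0707 for Dpp. All 6 passed 0.05 with fry, and with a correlation estimated from the data only Hedgehog did (adjusted p = 0.0349 in limma). Single members that were called are *ptc* of the Hedgehog pathway, *E(spl)malpha-BFM* of the Notch pathway and *Thor* and *ImpL2* of the insulin pathway, all 4 higher in every null sample than in any control. *Thor* (FBgn0261560) had 564 ± 66.7 CPM (SD, n = 4) in zygotic nulls and 106 ± 11.0 CPM (SD, n = 4) in controls, a log2 fold change of 2.41 (standard error 0.11, adjusted p = 6.35e-06 from edgeR's quasi-likelihood test). *ptc* (FBgn0003892) had 139 ± 13.6 CPM against 81.9 ± 6.03 CPM (SD, n = 4 each), a log2 fold change of 0.77 (standard error 0.09, adjusted p = 0.00213 from edgeR's test). *E(spl)malpha-BFM* had a log2 fold change of 0.94 (standard error 0.14, adjusted p = 0.00639 from edgeR's test). *ImpL2* had one of 0.86 (standard error 0.17, adjusted p = 0.0152 from edgeR's test) and lost its call without control replicate 2 (0.84) or control replicate 3 (0.80). No member of the Wnt, Dpp or EGFR list was called, though 9, 4 and 9 of their genes had an unadjusted p-value under 0.05. The paper presumes that the changes in expression reflect the gradual loss of maternal product.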

### Proteoform-specific interactions

Since the two major Sgg proteoform classes are expressed in spatially different patterns it is possible that they participate in different pathways, have different protein partners or preferentially act on a different spectrum of substrates. To gain insight into possible unique roles we performed immunopurifications followed by mass spectrometry analysis to identify Sgg-PA and Sgg-PB interactomes. Using our previously described IPAC approach [47], we performed independent purifications using the StrepII, FLAG and YFP tags introduced into the *sgg* locus to increase the reliability of the identified interacting partners. In parallel, we also used a protein trap line we had previously generated (*sgg*^*CPTI002603*^) that appears to tag the majority of Sgg proteoforms [40], along with a *w*^*1118*^ negative control. We applied the QProt pipeline, a tool for examining differential protein expression, with a p-value cut-off of 0.05 and a requirement that putative interactors be identified in at least 2 out of the 3 independent pull downs after correcting against the wild type control. We identified 20 co-purifying proteins with Sgg^CPTI002603^, 26 with the Sgg-PA and 21 with Sgg-PB (Table 1).

**Table 1:** Significant interacting proteins identified by IPAC-MS for Sgg-PA, Sgg-PB and the Sgg^CPTI115553^ protein trap line.

Sgg-PA			Sgg-PB			Sgg-CPTI		
FlyBase ID	Protein	FDR	FlyBase ID	Protein	FDR	FlyBase ID	Protein	FDR
FBgn0035853	Ubiquitin conjugating enzyme E2M	1.42E-03	FBgn0035621	uncharacterized protein	6.50E-05	FBgn0000181	Bicaudal	2.00E-06
FBgn0035621	uncharacterized protein	1.45E-03	FBgn0004649	Yolkless	2.44E-04	FBgn0010774	RNA and export factor binding protein 1	5.48E-03
FBgn0033879	uncharacterized protein	3.67E-03	FBgn0250848	26-29kD-proteinase	3.11E-04	FBgn0035621	uncharacterized protein	2.29E-02
FBgn0029969	uncharacterized protein	9.08E-03	FBgn0285925	Fasciclin 1	3.53E-04	FBgn0003391	Shotgun	2.84E-02
FBgn0029785	Ribosomal protein L35	1.07E-02	FBgn0285954	Cabeza	8.97E-04	FBgn0010215	Alpha Catenin	2.94E-02
FBgn0039857	Ribosomal protein L6	1.10E-02	FBgn0035909	Ergic53	1.32E-03	FBgn0030136	Ribosomal protein S28b	2.99E-02
FBgn0020660	eukaryotic translation initiation factor 4B	1.37E-02	FBgn0028688	Regulatory particle non-ATPase 7	1.93E-03	FBgn0015778	Rasputin	3.14E-02
FBgn0017579	Ribosomal protein L14	1.44E-02	FBgn0000181	Bicaudal	1.95E-03	FBgn0041775	Trailer hitch	3.16E-02
FBgn0000181	Bicaudal	1.62E-02	FBgn0035208	uncharacterized protein	4.15E-03	FBgn0262743	Female sterile (2) Ketel	3.30E-02
FBgn0000308	Chickadee	2.19E-02	FBgn0261397	dilute class unconventional myosin	7.41E-03	FBgn0042134	Caprin	3.31E-02
FBgn0003279	Ribosomal protein L4	2.56E-02	FBgn0003371	Shaggy	9.11E-03	**FBgn0000117**	**Armadillo**	3.31E-02
FBgn0030086	Chaperonin containing TCP1 subunit 2	2.79E-02	FBgn0013770	Cysteine proteinase-1	1.19E-02	FBgn0259173	Cornetto	3.38E-02
FBgn0266446	uncharacterized protein	2.83E-02	FBgn0001122	G protein alpha o subunit	1.61E-02	FBgn0003371	Shaggy	3.46E-02
FBgn0020235	ATP synthase, gamma subunit	2.98E-02	FBgn0029969	uncharacterized protein	1.64E-02	FBgn0020279	lingerer	3.53E-02
FBgn0260639	Gamma-Tubulin at 23C	3.34E-02	**FBgn0000117**	**Armadillo**	2.64E-02	FBgn0051716	CCR4-NOT transcription complex subunit 4	3.56E-02
FBgn0024733	Ribosomal protein L10	3.42E-02	FBgn0010516	Walrus	2.77E-02	FBgn0266557	Kismet	3.65E-02
FBgn0011640	Lark	3.45E-02	FBgn0027108	Innexin 2	3.31E-02	FBgn0034181	uncharacterized protein	3.82E-02
FBgn0039713	Ribosomal protein S8	3.90E-02	FBgn0039704	Neyo	3.33E-02	FBgn0005771	No ocelli	4.54E-02
FBgn0001092	Glyceraldehyde 3 phosphate dehydrogenase 2	3.92E-02	FBgn0032773	Fondue	3.61E-02	FBgn0283479	Alkaline phosphatase 1	4.79E-02
FBgn0010078	Ribosomal protein L23	3.96E-02	FBgn0030699	uncharacterized protein	3.70E-02	FBgn0030699	uncharacterized protein	4.85E-02
FBgn0038805	Mitochondrial transcription factor A	4.13E-02	FBgn0038914	Female-specific independent of transformer	4.12E-02			
FBgn0260442	Rhea	4.18E-02						
FBgn0032444	Chaperonin containing TCP1 subunit 4	4.20E-02						
FBgn0034968	Ribosomal protein L12	4.50E-02						
FBgn0028697	Ribosomal protein L15	4.51E-02						
FBgn0034654	Eukaryotic translation initiation factor 3 subunit k	4.87E-02						

FlyBase ID represents the gene ID for the corresponding protein. FDR is the false discovery rate calculated by QProt. Red text indicates proteins common to all three pull downs, bold indicates the known target Armadillo.

We first determined whether the lists of potential interactors were enriched for any Gene Ontology terms and found that the Sgg-PA and Sgg^CPTI002603^ lists were significantly enriched for processes involved in ribosome assembly, cytoplasmic translation and protein folding (adjusted p <2e-06), whereas the Sgg-PB list showed no significant enrichment. While these enrichments may suggest that the presence of the YFP tag in the lines affects protein synthesis, slowing it to allow the fluorescent protein to fold, we note that in mammalian systems GSK-3β has been shown to complex with chaperones during maturation [48] and to colocalise with chaperone complexes in a Huntington’s disease model [49]. Thus, whether these represent noise or biologically relevant interactions remains to be determined, however, we note that no such enrichments were observed with the Sgg-PB proteoform and loss of Sgg-PA proteoforms does not lead to upregulation of the stress response in our RNA-seq analysis, suggesting there is no general translational disruption in the Sgg-PA and CPTI lines.

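In *sgg* isoA null embryos the level of *Hsf* was 87.1 ± 5.98 CPM (SD, n = 3), and in their controls it was 86.8 ± 7.11 CPM (SD, n = 3). The log2 fold change was 0.0053 (standard error 0.12, adjusted p = 0.985 from edgeR's quasi-likelihood test), within the spread between replicates, and it was -0.048 without null replicate 1 and -0.066 without control replicate 1. A two-sided exact permutation test gave p = 0.9, where the smallest this design allows is 0.1. The difference between this change and the change of *Hsf* in the *sgg* isoB experiment was tested by an interaction term in a fit of all 14 samples and was 0.98 (standard error 0.11, adjusted p = 4.37e-04 from edgeR's test). Of the heat shock proteins and chaperones, 31 were tested and 0 were called, with an unadjusted p-value under 0.05 for 4. *Cnx14D*, a stress gene of Fig 4B that is not in this set, was called higher in *sgg* isoA nulls as well. Its log2 fold change there was 2.68 (adjusted p = 0.0412 from edgeR's test), against 1.95 in *sgg* isoB. No other stress gene of Fig 4B was called in both experiments. The median log2 fold change of the set was -0.17, with 24 of 31 lower (adjusted p = 0.0228 with camera in limma). That call was lost with fry and with a correlation estimated from the data, and without null replicate 2 (-0.18), null replicate 3 (-0.14) or control replicate 3 (-0.045).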

In common to the 3 different tagged lines we detected significant enrichment of Bicaudal and CG10591 proteins (red in Table 1). Along with its characterised maternal role in early segmentation, Bicaudal is widely expressed during embryogenesis where it has a role in translation via binding nascent peptides. CG10591 is a protein of unknown function. Encouragingly, with Sgg-PB and the CPTI lines we identified Armadillo (β-Catenin), a known Sgg substrate, as an interacting partner but not with Sgg-PA. With the CPTI line we also identified Shotgun, an E-Cadherin known to bind β-Catenin, and α-Catenin, which also interacts with Arm. Finally, the G protein α o subunit, known to be involved in Wnt signalling, [50] was identified with Sgg-PB. Thus for two of the lines we find evidence for predicted interactions. Specific to the Sgg-PB line we identified the gap junction protein Innexin 2 [51], known to localise with Sgg and E-Cadherin, along with the cell adhesion molecule Fasciclin 1 and Neyo, a component of the zona pellucida complex [52]. We also detected the interaction with Regulatory particle non-ATPase 7, which is involved in the ATP-dependent degradation of ubiquitinated proteins including CACT, an important component for the degradation of NF-kappa-B inhibitor or degradation of Cl that participates in the Hedgehog (Hh) signalling pathway. Together these interactions are consistent with the enrichment of Sgg-PB isoform at the cell membrane and also with known roles for Sgg in regulating aspects of cell junctions. In the case of Sgg-PA, we identified the Talin protein Rhea, the actin binding profilin Chickadee and Gamma Tubulin 23C, cytoskeletal components known to be expressed in the nervous system. Among other interactors of Sgg-PA associated with nervous system localisation we detected Lark [53], which mediates aspects of circadian clock output [54] and two subunits of the Chaperonin TCP complex (2 and 4) that are known to have roles in the nervous system. Together, these identified interacting proteins are consistent with the localisation of Sgg-PA to the CNS. Interestingly, the RNA-seq analysis of *sgg*^*isoA*^ mutants identified several misregulated components of the mitochondrial ATP synthesis pathway and our IPAC analysis identified the gamma subunit of ATP synthase along with the mitochondrial regulator TFAM, indicating a potential link with neural energy homeostasis. 

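The transcripts of the genes named here were measured in *sgg* isoA null and control embryos aged 10 to 15 h, not in neurons. *ATPsyngamma* (FBgn0020235), which encodes the gamma subunit and lies on chromosome 3R from 29747704 to 29749163, had 341 ± 7.95 CPM (SD, n = 3) in null embryos and 412 ± 52.1 CPM (SD, n = 3) in controls. Its log2 fold change was -0.27 (standard error 0.12, adjusted p = 0.255 from edgeR's quasi-likelihood test), lower in all 3 null samples than in any control (two-sided exact permutation test, p = 0.1, the smallest for 3 samples against 3). *TFAM* (FBgn0038805), on 3R from 20575245 to 20577010, had 73.5 ± 6.35 CPM against 67.9 ± 3.50 CPM (SD, n = 3 each), a log2 fold change of 0.12 (standard error 0.11, adjusted p = 0.603 from edgeR's test). Neither was called. As a set, the mitochondria-encoded protein genes had a median log2 fold change of -0.86, with 6 called and 9 called when adjusted over the list alone (adjusted p = 2.68e-22 with camera in limma). The call of the set was lost with fry (adjusted p = 0.0548 in limma) and with a correlation estimated from the data (adjusted p = 0.240 in limma). From the lower levels of these components and the partners found by affinity purification, the paper proposes a link with energy homeostasis in neurons.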

Taken together, the iPAC analysis identified several known Sgg interacting proteins, found little overlap between proteins enriched with the proteoform-specific pulldowns and indicates that Sgg is involved in diverse, tissue-specific processes in the embryo.

### Lifespan and locomotor dysfunction in *sgg*^*isoA*^ mutants

While GSK-3 is a recognized target for the treatment of age related pathologies and multiple diseases, its role in the aging process remains unclear [55]. According to some studies, RNAi knockdown of *sgg* in *Drosophila* shortens lifespan or causes lethality [56]. However, these results are contradictory to expectations from earlier studies suggesting that lithium treatment extends lifespan via GSK-3 inhibition, determined using specific RNAi to mediate reduction in *sgg* expression [57]. In knock-out mice, loss of GSK-3β is embryonic lethal, whereas GSK-3α null mice exhibit shortened lifespan and increased age-related pathologies [58]. Given the apparent contradictory evidence of the role of *sgg* in lifespan, we investigated whether loss of the Sgg-PA proteoform, which is viable and fertile, positively or negatively influences life span in *Drosophila*.

We performed a standard survival analysis of *sgg*^*isoA*^ null males and females separately, along with matched flies from the progenitor strain. We found that homozygous *sgg*^*isoA*^ females showed significantly reduced survival (~15%, p <0.05) compared to controls and an even more sever reduction (~25%, p<0.05) in hemizygous males (Fig 5A). These results indicate that in flies as in mice, deletion of the Sgg-PA proteoform has a negative effect on longevity.

**Fig 5:**
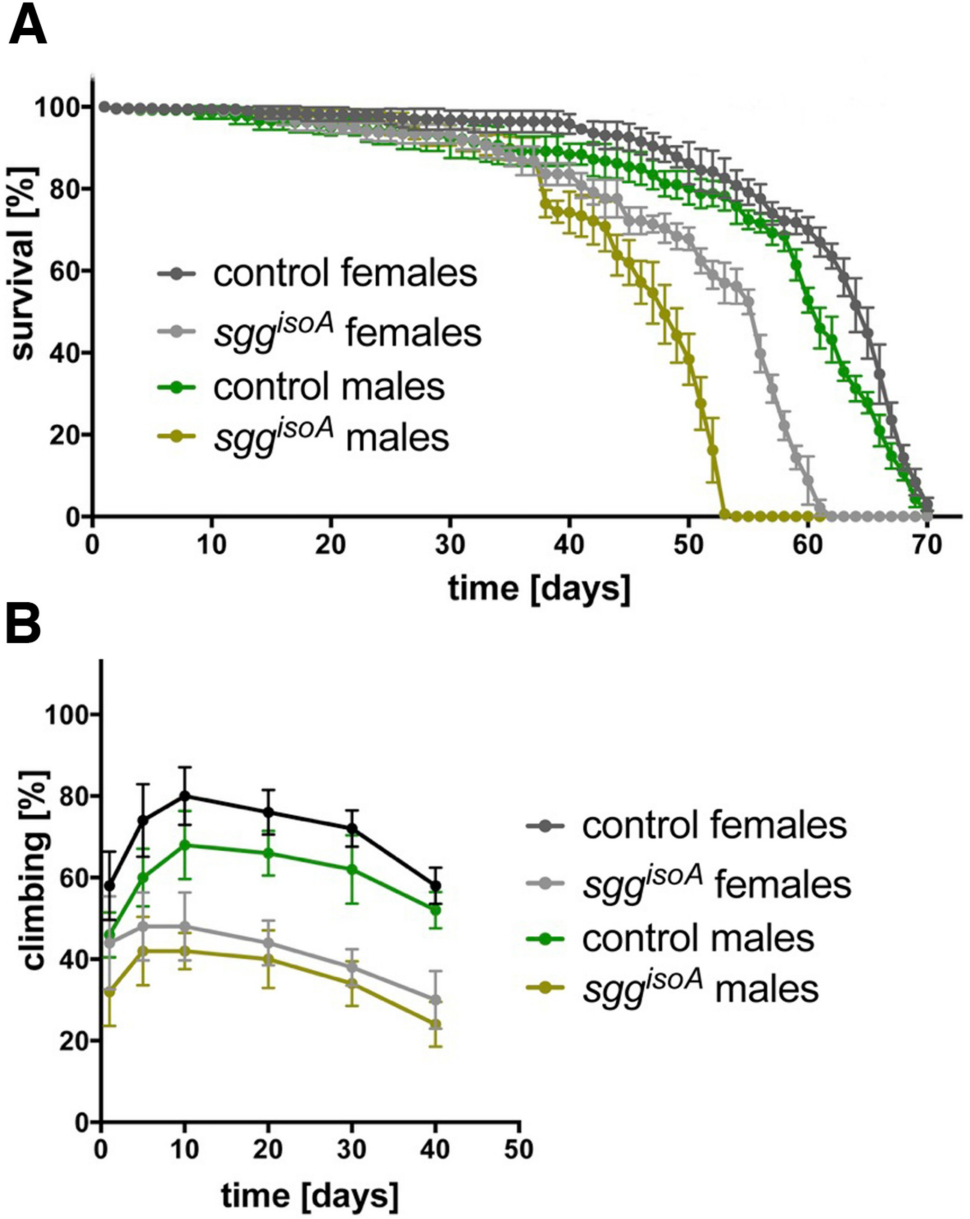
*sgg*^*isoA*^ phenotypic assays. **(A)** Graph of lifespan from replicate lines of progenitor controls, *sgg*^*isoA*^ null females and males as indicated. Error bars represent standard deviation. (**B)** Graph of locomotor activity as measured by climbing assays with replicate lines of progenitor controls, *sgg*^*isoA*^ null females and males as indicated. Error bars represent standard deviation.

Since Sgg-PA is extensively expressed in the developing nervous system and GSK-3α mutant mice have nervous system phenotypes, we sought to determine whether the loss of this proteoform has effects on neural function in flies by looking at impairment in locomotor activity via climbing assays (Fig 5B). In homozygous females the loss of Sgg-PA resulted in a 40% decrease in locomotor activity across the lifespan with a similar reduction observed in hemizygous males. The maximum climbing activity was observed in 10 days old flies and was just over 75% for the control line and approximately 45% for the *sgg*^*isoA*^ null. The climbing activity gradually decreased over time and in 40 days old flies was reduced to 55% for the control line and 27% for *sgg*^*isoA*^ null flies (Fig 5B). These observations indicate that loss of the predominantly nervous system expressed Sgg-PA proteoform impairs motor function.

Taken together, our results indicate that although conditional modulation of GSK-3 levels may prolong lifespan or can mitigate the negative age-associated symptoms observed with diseases such as Alzheimer’s or diabetes [55], the isoform specific knockout of a nervous system-specific proteoform results in reduced lifespan and locomotor defects. Given the positive impact of GSK-3 inhibition on multiple diseases ranging from neurological disorders to cancer, as well widespread therapeutic interventions targeting GSK-3, further studies are required to assess long-term effects on the aging process and the risks associated with nervous system impairment.

Taken together, our studies indicate that GSK3 performs complex functions mediated by multiple different spliced isoforms that generate functionally distinct proteins. At the level of proteoform expression we provide evidence of complex temporal and tissue specific protein localisation that presumably results from highly regulated tissue-specific splicing as well as evidence for the use of non-canonical transcriptional initiation. Our most striking finding is the major functional differences observed between the two most abundant 3’ coding exons, with the short form mediating the well established essential roles for Sgg in development, whereas the long form has nervous specific expression and measurable functional roles in nervous system function. This situation is reminiscent of the divergent roles apparently played by GSK-3α and GSK-3β in mammalian systems. The identification of a different repertoire of interacting proteins for the major *Drosophila* GSK3 proteoforms may provide clues as to the differing roles played by the vertebrate orthologues and opens a route to understanding how this critical kinase can be deployed in different biological contexts.

## Materials and methods

### Cloning gRNAs

To generate the transgenic fly lines carrying the tagged isoforms, we used CRISPR/Cas9 technology as previously described [38]. We initially designed the insertion sites as indicated (Fig 1) and choose appropriate gRNAs (S3 Table) for cloning into pCDF3 or pCDF4 vectors [59]. Briefly, target specific sequences were synthesized and either 5′-phosphorylated annealed, and ligated into the *Bbs*I sites of pCDF3 or amplified by PCR for cloning into pCDF4 pre-cut with *Bbs*I.

### Generation of donor vectors

Unless otherwise noted, cloning of donor vectors was performed with the Gibson Assembly Master Mix (New England Biolabs). PCR products were produced with the Q5 High-Fidelity 2X Master Mix (New England Biolabs). All inserts were verified by sequencing. Primers used for plasmid construction are listed in S4 Table.

### Drosophila methods

Embryos were injected using standard procedures into the *THattP40* line expressing *nos*-Cas9 [60, 61]. 500 ng/μl of donor DNA in sterile dH_2_O was injected together with 100 ng/μl of gRNA plasmid. Individually selected surviving adults were crossed to *w*^*1118*^ and the progeny screened for fluorescence: positive flies were balanced and homozygous stocks established where possible (Primers used for genotyping are listed in S5 Table). Injections were performed by the Department of Genetics Fly Facility (https://www.flyfacility.gen.cam.ac.uk). All fly stocks were maintained at 25°C on standard cornmeal medium. Embryos were collected from small cages on yeasted grape juice agar plates.

### Immunostaining

Localization of tagged proteoforms in embryos was visualized by immunohistochemistry using Mouse Anti-FLAG M2 (F1804 Sigma), followed by biotinylated goat anti-Mouse IgG (*BA-9200*, Vector Laboratories) and the Vectastain ABC HRP Kit (PK-4000, Vector Laboratories) using standard protocols [62]. Embryos were mounted in glycerol and imaged using a Zeiss Axiphot.

### Confocal microscopy

For fluorescence imaging, embryos were collected, dechorionated and quickly fixed to avoid bleaching then mounted in glycerol. For live imaging, embryos were dechorionated and mounted in halocarbon oil. Images were acquired using a Leica SP8 confocal microscope (Leica microsystems) with appropriate spectral windows for mVenus and mCherry. images were processed with the Fiji software [63].

### RNA-seq

10-15hr embryos from a homozygous *sgg*^*isoA*^ stock and a control line were collected and processed for RNA-seq as described below. In the case of *sgg*^*isoB*^, non-fluorescent embryos from a cross between *sgg*^*isoB*^*/FM7-GFP* X *FM7-GFP/Y* were collected. In parallel, non-fluorescent embryos from a *+/FM7-GFP* X *FM7-GFP/Y* cross were also collected (FM7-GFP: FM7c, P{GAL4-twi.G}108.4, P{UAS-2xEGFP}AX).

Tissue was homogenised in 300 μl TRIzol with a motorised pellet pestle for 30 seconds. The sample volume was then increased to 1 ml, then 200 μl of Chloroform was added and vortexed. Samples were centrifuged at max speed for 15 minutes at room temperature and the upper phase transferred to a new 1.5 ml tube. The RNA was then precipitated with 0.8 volumes of Isopropanol and incubated at -20°C for 2 hours. The samples were then centrifuged at 4°C at maximum speed for 30 minutes to pellet the RNA. The pellet was then washed with 1 ml 70% ethanol and centrifuged cold for another 5 minutes. After complete removal of the ethanol the RNA was dried for 5 minutes and re-suspended in 20 μl DEPC-treated water. The concentration of samples was determined with the Qubit RNA HS Assay Kit and sample quality assessed with the Bioanalyzer and on 1% agarose gels. Sequencing libraries were prepared using the NEBNext® Ultra™ II Directional RNA Library Prep Kit for Illumina. For each sample 100 ng total RNA were processed with the NEBNext Poly(A) mRNA Magnetic Isolation Module. For all reactions, half volumes were used throughout the protocol, with the exception of the AMPure bead clean-up step where washes were performed used the standard 200 μl 80% fresh Ethanol. Samples were barcoded and PCR amplifications were performed for 12 cycles. After Bioanalyzer quality control equal amount of sample libraries were pooled and submitted for Illumina single-end sequencing.

Fastq reads were aligned using tophat (v2.1.1) with Bowtie (version: 2.3.4.0) using the default parameters. Gene counts tables across samples were created with Rsubread (1.22.3) using dmel_r6.20.gtf and options GTF.featureType = "exon" and GTF.attrType = "gene_id" and default parameters. Read counts per experiment (*sgg*^*isoA*^ and *sgg*^*isoB*^ experiments were processed independently) were imported into edgeR (3.14.0) and filtered using the filterByExpr function with the default parameters (10397 genes were retained for *sgg*^*isoA*^ and 10693 genes for *sgg*^*isoB*^). 

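With a later version of edgeR the same function and default parameters also kept 10397 and 10693 of the 17493 genes. The log2 fold changes in the authors' deposited tables were compared with a limma-voom fit of the deposited counts with TMM scaling factors. The largest difference over all genes was 3e-14 for *sgg* isoA and 5e-09 for *sgg* isoB, so the deposited values include TMM scaling, which the paper's text does not name.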

The data was then normalised in limma (3.28.21) using limma-voom. Significant genes were identified fitting a linear model (lmFit) and empirical Bayes method (eBayes) [64–67]. Genes were considered significant differential expressed with fdr < = 0.05 and logFC > = |0.7|. RNA-seq data are available from GEO (GSE139040).

### iPAC-MS

Embryos from 8–20 hr collections were washed from agar plates with tap water, collected in 100 μm sieves, rinsed in the same solution to remove any yeast, dechorionated in 50% bleach for 1 min, rinsed again and placed on ice. Where necessary, washed embryos were frozen at −80°C until a sufficient quantity was collected. For each purification, ~200 μl wet-volume of embryos were manually homogenized with a 2 ml Dounce homogenizer in 1 ml of extraction buffer (50 mM Tris, pH 7.5, 125 mM NaCl, 1.5 mM MgCl_2_, 1 mM EDTA, 5% Glycerol, 0.4% Igepal CA-630, 0.5% digitonin and 0.1% Tween 20) and processed essentially as previously described [47]. Samples were independently immunopurified using StrepII, FLAG and YFP.

ANTI-FLAG^®^ M2 affinity gel (Sigma) and *Strep*-Tactin® Superflow® resin (IBA) were used to capture each FLAG-tagged or StrepII-tagged bait and its binding partners, respectively [47]. For pulldown of fluorescently tagged proteins (YFP), anti-GFP mAb agarose resin (MBL International) was used. Briefly, protein concentration estimation in the embryo lysate was performed using a DC assay (Bio-Rad). The lysate was divided equally into three parts (6 mg total protein per pulldown), to which each resin, pre-washed in extraction buffer, was added. Following 2 h of incubation at 4°C on a rotating wheel, the resin was washed three times in extraction buffer. Immunoprecipitates were eluted twice each, using 100 μg/ml 3xFLAG peptide (Sigma) in lysis buffer for FLAG immunoprecipitates and 10 mM desthiobiotin in lysis buffer for *Strep*-Tactin immunoprecipitates; each for 10 minutes at 4°C. Anti-GFP resin immunoprecipitates were eluted in 100 mM glycine-HCl, pH 2.5 with gentle agitation for 30 seconds, followed by immediate neutralization in 1 M Tris-HCl, pH 10.4.

Purification of the baits was confirmed via immunoblots (data not shown) and samples were prepared for mass spectrometric analysis using in-gel digestion, allowing the sample to enter 2 cm into an SDS-PAGE gel. Gels were fixed and stained with colloidal Coomassie stain, after which the protein-containing band was excised and cut into two equally sized parts. Each band was destained, reduced with dithiothreitol, alkylated with iodoacetamide and subjected to tryptic digest for 16 hours at 37°C. Approximately 1 μg of peptides from each digested band was analysed using LC-MS/MS on a Q Exactive mass spectrometer (ThermoFisher Scientific), as previously described [68].

For label-free quantification (LFQ), data were processed using MaxQuant (version 1.6.3.4) [69]. Raw data were searched against protein sequences contained in the all translation database obtained from FlyBase release FB2017_06 dmel_r6.19 at (ftp://ftp.flybase.net/releases/FB2017_06/dmel_r6.19/fasta/). The database was customised with the addition of the Uniprot proteome for *Wolbachia pipientis wMel* (https://www.uniprot.org/uniprot/?query=proteome:UP000008215). Within MaxQuant, searches were performed against a reversed decoy dataset and a set of known contaminants. Default search parameters were used with digestion using trypsin allowing two missed cleavages and minimum peptide lengths of six. Carbamidomethyl Cysteine was specified as a fixed modification. Oxidation of Methionine, N-term protein Acetylation and Phosphorylation of Serine, Threonine and Tyrosine were specified as variable modifications. Additionally, “match between runs” was enabled with fractions specified to limit matching to occur only between replicates of the same bait and tag combination.

Identification of interacting partners was performed with QProt [70]. Input for QProt was created from the MaxQuant “proteinGroups.txt” output file. Individually for each bait and tag combination, proteins that were not reverse decoys or potential contaminants were extracted where there was an LFQ reported for at least one tagged replicate. The LFQ values for proteins detected in the tagged bait pulldowns were matched with the corresponding tag in the wild type pulldown. Enrichment analysis was then performed for each bait and tag combination against the corresponding wild type using qprot-param with burn-in set to 10,000 and number of iterations set to 100,000. The QProt tool getfdr was used to calculate the FDR of enrichment. Any proteins enriched in pulldowns using at least two of the three tags with an FDR of less than 0.05 were classed as enriched and the highest FDR from the replicates is reported.

### Lifespan determination

Adult female and male flies were collected shortly after eclosion and separated into 5 cohorts of 100 flies (500 total) for each genotype. Flies were maintained at 25°C and transferred to fresh food every 2 days at which time the number of surviving flies was recorded.

### Locomotor behaviour

Adult female and male flies were collected shortly after eclosion and separated into 10 cohorts consisting of 10 flies (100 total) for each genotype. Flies were maintained at 25°C and transferred to fresh food every 3 days. For the climbing assay, each cohort was transferred to an empty glass cylinder (diameter, 2.5 cm; height, 20 cm), and allowed to acclimatize for 5 min. For each trial, flies were tapped down to the bottom of the vial, and the percentage of flies able to cross an 8-cm mark successfully within 10 s was recorded as the climbing index. Five trials were performed for each cohort, with a 1-min recovery period between each trial. Climbing assays were performed 1, 5, 10, 30 and 40 days after eclosion.

## Supporting information

S1 Fig **(A-C)** anti-FLAG immunohistochemistry of Sgg-PA expression in the ventral neuroectoderm of a stage 10 embryo **(A)**, the brain from a stage 16 embryo **(B)** and the head region showing various sensory organs **(C)**. Scale = 20μm. **(D and E)** dorsal view of a stage 16 Sgg-PB embryo showing expression in the gut (arrows) and mesoderm (arrowheads), Scale = 100μm, and lateral view of hindgut **(E)** Scale = 20μm. **(F)** blastoderm embryo expressing mCherry tagged Sgg-PB and YFP tagged Sgg-PA, demonstrating ubiquitous Sgg-PB, the YFP signal represents yolk cell autofluorescence, Scale = 100μm. **(G)** close up of punctate epidermal expression in a Sgg-PB mCherry stage 16 embryo, Scale = 20μm.
(PDF) Click here for additional data file.

S2 Fig Immunohistochemistry of tagged Sgg proteoforms. **A-U)** Anti-flag staining of embryos with the indicated tagged proteoforms at stage 5–6 (blastoderm, left column), 10–11 (germband extension, middle column) and 16 (late embryogenesis, right column). All embryos oriented anterior to the left dorsal to the top except U, which is a dorsal view. See text for full details of expression. **(D and E)**, arrows = meseoderm; **(F)** arrow = salivary gland, arrowheads = malphigian tubules, asterisk = posterior spiracles; **(H)** arrow = mesoderm; **(I)** arrow = hindgut; **(L)** arrow = hindgut, arrowhead = foregut, white arrowhead = pharynx; **(N)** arrow = mesoderm; **(O)** arrow = hindgut, arrowhead = proventriculus; **(Q)** arrow = mesoderm; **(R)** arrow = hindgut, arrowhead = anterior midgut; **(U)** arrow = salivary gland, arrowhead = proventriculus. Scale bar in A = 100μm. **(V-Y)** Close up dorsal views highlighting: **(V)** Sgg-PD expression in the salivary gland (arrow) and proventriculus (arrowhead); **(W)** Sgg-PG in the foregut (arrowhead) and anterior region of the pharynx (arrow); **(X)** prominent Sgg-PO expression in the proventriculus (arrow) and **(Y)** Sgg-PP in the hindgut (arrow). Scale bar in V = 20μm applies to V-Y.
(PDF) Click here for additional data file.

S1 Table Protein and transcript isoforms encoded by the *D*. *melanogaster sgg* locus. (TXT) Click here for additional data file.

S2 Table Transcripts with significant expression changes in *sgg*^*isoA*^ and *sgg*^*isoB*^ embryos compared with stage matched progenitors. (TXT) Click here for additional data file.

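This table lists a gene identifier, a symbol and a log2 fold change for each gene that passed the authors' thresholds in either experiment. Of its 100 genes for *sgg* isoA, 92 were also called from the deposited counts with edgeR's quasi-likelihood test, and of its 482 genes for *sgg* isoB, 452 were. A further 9 and 36 genes were called by that test alone.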

S3 Table List of gRNAs used to generate CRISPR/Cas9 mediated HDR and transgenic fly lines. (XLSX) Click here for additional data file.

S4 Table List of primers used to generate donor vectors for homology mediated recombination via CRISPR/Cas9. (TXT) Click here for additional data file.

S5 Table List of primers used for genotyping engineered flies. (TXT) Click here for additional data file.

## References

[1] AliA., HoeflichK.P., WoodgettJ.R. Glycogen synthase kinase-3: Properties, functions, and regulation. *Chem Rev* 2001, 101, 2527–2540. 10.1021/cr000110o 11749387

[2] Kaidanovich-BeilinO., WoodgettJ.R. Gsk-3: Functional insights from cell biology and animal models. *Front Mol Neurosci* 2011, 4, 40 10.3389/fnmol.2011.00040 22110425PMC3217193

[3] SiegfriedE., PerkinsL.A., CapaciT.M., PerrimonN. Putative protein kinase product of the drosophila segment-polarity gene zeste-white3. *Nature* 1990, 345, 825–829. 10.1038/345825a0 2113617

[4] HeX., Saint-JeannetJ.P., WoodgettJ.R., VarmusH.E., DawidI.B. Glycogen synthase kinase-3 and dorsoventral patterning in xenopus embryos. *Nature* 1995, 374, 617–622. 10.1038/374617a0 7715701

[5] BejsovecA. Wingless signaling: A genetic journey from morphogenesis to metastasis. *Genetics* 2018, 208, 1311–1336. 10.1534/genetics.117.300157 29618590PMC5887133

[6] HikasaH., SokolS.Y. Wnt signaling in vertebrate axis specification. *Cold Spring Harb Perspect Biol* 2013, 5, a007955 10.1101/cshperspect.a007955 22914799PMC3579404

[7] WoodgettJ.R. Molecular cloning and expression of glycogen synthase kinase-3/factor a. *EMBO J* 1990, 9, 2431–2438. 216447010.1002/j.1460-2075.1990.tb07419.xPMC552268

[8] HoeflichKP, LuoJ, RubieEA, TsaoMS, JinO, WoodgettJR. (2000) Requirement for glycogen synthase kinase-3beta in cell survival and nf-kappab activation. *Nature* 406: 86–90. 10.1038/35017574 10894547

[9] KerkelaR., KockeritzL., MacaulayK., ZhouJ., DobleB.W., BeahmC., et al Deletion of gsk-3beta in mice leads to hypertrophic cardiomyopathy secondary to cardiomyoblast hyperproliferation. *J Clin Invest* 2008, 118, 3609–3618. 10.1172/JCI36245 18830417PMC2556242

[10] LiuK.J., ArronJ.R., StankunasK., CrabtreeG.R., LongakerM.T. Chemical rescue of cleft palate and midline defects in conditional gsk-3beta mice. *Nature* 2007, 446, 79–82. 10.1038/nature05557 17293880

[11] DominguezI., ItohK., SokolS.Y. Role of glycogen synthase kinase 3 beta as a negative regulator of dorsoventral axis formation in xenopus embryos. *Proc Natl Acad Sci U S A* 1995, 92, 8498–8502. 10.1073/pnas.92.18.8498 7667318PMC41184

[12] SoutarM.P., KimW.Y., WilliamsonR., PeggieM., HastieC.J., McLauchlan, et al Evidence that glycogen synthase kinase-3 isoforms have distinct substrate preference in the brain. *J Neurochem* 2010, 115, 974–983. 10.1111/j.1471-4159.2010.06988.x 20831597

[13] KimuraT., YamashitaS., NakaoS., ParkJ.M., MurayamaM., MizorokiT., et al Gsk-3beta is required for memory reconsolidation in adult brain. *PLoS One* 2008, 3, e3540 10.1371/journal.pone.0003540 18958152PMC2568810

[14] PatelS., DobleB.W., MacAulayK., SinclairE.M., DruckerD.J., WoodgettJ.R. Tissue-specific role of glycogen synthase kinase 3beta in glucose homeostasis and insulin action. *Mol Cell Biol* 2008, 28, 6314–6328. 10.1128/MCB.00763-08 18694957PMC2577415

[15] TanabeK., LiuZ., PatelS., DobleB.W., LiL., Cras-MéneurC., et al Genetic deficiency of glycogen synthase kinase-3beta corrects diabetes in mouse models of insulin resistance. *PLoS Biol* 2008, 6, e37 10.1371/journal.pbio.0060037 18288891PMC2245985

[16] MacAulayK., DobleB.W., PatelS., HansotiaT., SinclairE.M., DruckerD.J., et al Glycogen synthase kinase 3alpha-specific regulation of murine hepatic glycogen metabolism. *Cell Metab* 2007, 6, 329–337. 10.1016/j.cmet.2007.08.013 17908561

[17] Kaidanovich-BeilinO., LipinaT.V., TakaoK., van EedeM., HattoriS., LaliberteC., et al Abnormalities in brain structure and behavior in gsk-3alpha mutant mice. *Mol Brain* 2009, 2, 35 10.1186/1756-6606-2-35 19925672PMC2785804

[18] HurtadoD.E., Molina-PorcelL., CarrollJ.C., MacdonaldC., AboagyeA.K., TrojanowskiJ.Q. et al Selectively silencing gsk-3 isoforms reduces plaques and tangles in mouse models of alzheimer's disease. *J Neurosci* 2012, 32, 7392–7402. 10.1523/JNEUROSCI.0889-12.2012 22623685PMC3368584

[19] VashishthaV., JinghanN., K YadavA. Antagonistic role of gsk3 isoforms in glioma survival. *J Cancer* 2018, 9, 1846–1855. 10.7150/jca.21248 29805711PMC5968773

[20] Monteiro da RochaA., DingJ., SlawnyN., WolfA.M., SmithG.D. Loss of glycogen synthase kinase 3 isoforms during murine oocyte growth induces offspring cardiac dysfunction. *Biol Reprod* 2015, 92, 127 10.1095/biolreprod.115.128181 25833158PMC6322447

[21] ChenX., WangR., LiuX., WuY., ZhouT., YangY., et al A chemical-genetic approach reveals the distinct roles of gsk3α and gsk3β in regulating embryonic stem cell fate. *Dev Cell* 2017, 43, 563–576.e564. 10.1016/j.devcel.2017.11.007 29207259PMC5851779

[22] DobleB.W., PatelS., WoodG.A., KockeritzL.K., WoodgettJ.R. Functional redundancy of gsk-3alpha and gsk-3beta in wnt/beta-catenin signaling shown by using an allelic series of embryonic stem cell lines. *Dev Cell* 2007, 12, 957–971. 10.1016/j.devcel.2007.04.001 17543867PMC4485918

[23] KalameghamR., SturgillD., SiegfriedE., OliverB. Drosophila mojoless, a retroposed gsk-3, has functionally diverged to acquire an essential role in male fertility. *Mol Biol Evol* 2007, 24, 732–742. 10.1093/molbev/msl201 17179138PMC2292417

[24] KanukaH., KuranagaE., TakemotoK., HiratouT., OkanoH., MiuraM. Drosophila caspase transduces shaggy/gsk-3beta kinase activity in neural precursor development. *EMBO J* 2005, 24, 3793–3806. 10.1038/sj.emboj.7600822 16222340PMC1276714

[25] BuljanM., ChalanconG., EustermannS., WagnerG.P., FuxreiterM., BatemanA., et al Tissue-specific splicing of disordered segments that embed binding motifs rewires protein interaction networks. *Mol Cell* 2012, 46, 871–883. 10.1016/j.molcel.2012.05.039 22749400PMC3437557

[26] GouwM., MichaelS., Samano-SanchezH., KumarM., ZekeA., LangB., et al The eukaryotic linear motif resource—2018 update. *Nucleic Acids Res* 2018, 46, D428–D434. 10.1093/nar/gkx1077 29136216PMC5753338

[27] JiaJ., AmanaiK., WangG., TangJ., WangB., JiangJ. Shaggy/gsk3 antagonizes hedgehog signalling by regulating cubitus interruptus. *Nature* 2002, 416, 548–552. 10.1038/nature733 11912487

[28] RuelL., BourouisM., HeitzlerP., PantescoV., SimpsonP. Drosophila shaggy kinase and rat glycogen synthase kinase-3 have conserved activities and act downstream of notch. *Nature* 1993, 362, 557–560. 10.1038/362557a0 8385271

[29] PapadopoulouD., BianchiM.W., BourouisM. Functional studies of shaggy/glycogen synthase kinase 3 phosphorylation sites in drosophila melanogaster. *Mol Cell Biol* 2004, 24, 4909–4919. 10.1128/MCB.24.11.4909-4919.2004 15143183PMC416399

[30] SutherlandC. What are the bona fide gsk3 substrates? *Int J Alzheimers Dis* 2011, 2011, 505607 10.4061/2011/505607 21629754PMC3100594

[31] PerrimonN., SmouseD. Multiple functions of a drosophila homeotic gene, zeste-white 3, during segmentation and neurogenesis. *Dev Biol* 1989, 135, 287–305. 10.1016/0012-1606(89)90180-2 2570722

[32] YangM., Hatton-EllisE., SimpsonP. The kinase sgg modulates temporal development of macrochaetes in drosophila by phosphorylation of scute and pannier. *Development* 2012, 139, 325–334. 10.1242/dev.074260 22159580PMC3243096

[33] RuelL., PantescoV., LutzY., SimpsonP., BourouisM. Functional significance of a family of protein kinases encoded at the shaggy locus in drosophila. *EMBO J* 1993, 12, 1657–1669. 846781110.1002/j.1460-2075.1993.tb05811.xPMC413380

[34] TressM.L., AbascalF., ValenciaA. Alternative splicing may not be the key to proteome complexity. *Trends Biochem Sci* 2017, 42, 98–110. 10.1016/j.tibs.2016.08.008 27712956PMC6526280

[35] BhuiyanS.A., LyS., PhanM., HuntingtonB., HoganE., LiuC.C., et al Systematic evaluation of isoform function in literature reports of alternative splicing. *BMC Genomics* 2018, 19, 637 10.1186/s12864-018-5013-2 30153812PMC6114036

[36] AbascalF., EzkurdiaI., Rodriguez-RivasJ., RodriguezJ.M., del PozoA., VazquezJ., et al Alternatively spliced homologous exons have ancient origins and are highly expressed at the protein level. *PLoS Comput Biol* 2015, 11, e1004325 10.1371/journal.pcbi.1004325 26061177PMC4465641

[37] YangX., Coulombe-HuntingtonJ., KangS., SheynkmanG.M., HaoT., RichardsonA., et al Widespread expansion of protein interaction capabilities by alternative splicing. *Cell* 2016, 164, 805–817. 10.1016/j.cell.2016.01.029 26871637PMC4882190

[38] KoronaD., KoestlerS.A., RussellS. Engineering the drosophila genome for developmental biology. *J Dev Biol* 2017, 5.10.3390/jdb5040016PMC583179129615571

[39] Pilot-StorckF., ChopinE., RualJ.F., BaudotA., DobrokhotovP., Robinson-RechaviM., et al Interactome mapping of the phosphatidylinositol 3-kinase-mammalian target of rapamycin pathway identifies deformed epidermal autoregulatory factor-1 as a new glycogen synthase kinase-3 interactor. *Mol Cell Proteomics* 2010, 9, 1578–1593. 10.1074/mcp.M900568-MCP200 20368287PMC2938100

[40] LoweN., ReesJ.S., RooteJ., RyderE., ArmeanI.M., JohnsonG., et al Analysis of the expression patterns, subcellular localisations and interaction partners of drosophila proteins using a pigp protein trap library. *Development* 2014, 141, 3994–4005. 10.1242/dev.111054 25294943PMC4197710

[41] BuchonN., OsmanD., DavidF.P., FangH.Y., BoqueteJ.P., DeplanckeB., et al Morphological and molecular characterization of adult midgut compartmentalization in drosophila. *Cell Rep* 2013, 3, 1725–1738. 10.1016/j.celrep.2013.04.001 23643535

[42] SteitzM.C., WickenheisserJ.K., SiegfriedE. Overexpression of zeste white 3 blocks wingless signaling in the drosophila embryonic midgut. *Dev Biol* 1998, 197, 218–233. 10.1006/dbio.1998.8884 9630748

[43] YuX., WaltzerL., BienzM. A new drosophila apc homologue associated with adhesive zones of epithelial cells. *Nat Cell Biol* 1999, 1, 144–151. 10.1038/11064 10559900

[44] AinsworthC., WanS., SkaerH. Coordinating cell fate and morphogenesis in drosophila renal tubules. *Philos Trans R Soc Lond B Biol Sci* 2000, 355, 931–937. 10.1098/rstb.2000.0628 11128986PMC1692805

[45] BrennanK., BayliesM., AriasA.M. Repression by notch is required before wingless signalling during muscle progenitor cell development in drosophila. *Curr Biol* 1999, 9, 707–710. 10.1016/s0960-9822(99)80313-3 10395544

[46] AuV., Li-LegerE., RaymantG., FlibotteS., ChenG., MartinK., et al Crispr/cas9 methodology for the generation of knockout deletions in caenorhabditis elegans. *G3 (Bethesda)* 2019, 9, 135–144.3042046810.1534/g3.118.200778PMC6325907

[47] ReesJ.S., LoweN., ArmeanI.M., RooteJ., JohnsonG., DrummondE., et al In vivo analysis of proteomes and interactomes using parallel affinity capture (ipac) coupled to mass spectrometry. *Mol Cell Proteomics* 2011, 10, M110.002386 10.1074/mcp.M110.002386 21447707PMC3108830

[48] LochheadP.A., KinstrieR., SibbetG., RawjeeT., MorriceN., CleghonV. A chaperone-dependent gsk3beta transitional intermediate mediates activation-loop autophosphorylation. *Mol Cell* 2006, 24, 627–633. 10.1016/j.molcel.2006.10.009 17188038

[49] LeeE., RyuH.G., KimS., LeeD., JeongY.H., KimK.T. Glycogen synthase kinase 3beta suppresses polyglutamine aggregation by inhibiting vaccinia-related kinase 2 activity. *Sci Rep* 2016, 6, 29097 10.1038/srep29097 27377031PMC4932512

[50] KatanaevV.L., PonzielliR., SemerivaM., TomlinsonA. Trimeric g protein-dependent frizzled signaling in drosophila. *Cell* 2005, 120, 111–122. 10.1016/j.cell.2004.11.014 15652486

[51] BauerR., LehmannC., MartiniJ., EckardtF., HochM. Gap junction channel protein innexin 2 is essential for epithelial morphogenesis in the drosophila embryo. *Mol Biol Cell* 2004, 15, 2992–3004. 10.1091/mbc.e04-01-0056 15047872PMC420120

[52] FernandesI., Chanut-DelalandeH., FerrerP., LatapieY., WaltzerL., Affolter, et al Zona pellucida domain proteins remodel the apical compartment for localized cell shape changes. *Dev Cell* 2010, 18, 64–76. 10.1016/j.devcel.2009.11.009 20152178

[53] NewbyL.M., JacksonF.R. A new biological rhythm mutant of drosophila melanogaster that identifies a gene with an essential embryonic function. *Genetics* 1993, 135, 1077–1090. 830732410.1093/genetics/135.4.1077PMC1205739

[54] SundramV., NgF.S., RobertsM.A., MillanC., EwerJ., JacksonF.R. Cellular requirements for lark in the drosophila circadian system. *J Biol Rhythms* 2012, 27, 183–195. 10.1177/0748730412440667 22653887PMC4135585

[55] SouderD.C., AndersonR.M. An expanding gsk3 network: Implications for aging research. *Geroscience* 2019.10.1007/s11357-019-00085-zPMC681531531313216

[56] TrostnikovM.V., RoshinaN.V., BoldyrevS.V., VeselkinaE.R., ZhuikovA.A., KrementsovaA.V., et al Disordered expression of shaggy, the drosophila gene encoding a serine-threonine protein kinase gsk3, affects the lifespan in a transcript-, stage-, and tissue-specific manner. *Int J Mol Sci* 2019, 20.10.3390/ijms20092200PMC654002331060255

[57] Castillo-QuanJ.I., LiL., KinghornK.J., IvanovD.K., TainL.S., SlackC., et al Lithium promotes longevity through gsk3/nrf2-dependent hormesis. *Cell Rep* 2016, 15, 638–650. 10.1016/j.celrep.2016.03.041 27068460PMC4850359

[58] ZhouJ., FreemanT.A., AhmadF., ShangX., ManganoE., GaoE., et al Gsk-3α is a central regulator of age-related pathologies in mice. *J Clin Invest* 2013, 123, 1821–1832. 10.1172/JCI64398 23549082PMC3613907

[59] PortF., ChenH.M., LeeT., BullockS.L. Optimized crispr/cas tools for efficient germline and somatic genome engineering in drosophila. *Proc Natl Acad Sci U S A* 2014, 111, E2967–2976. 10.1073/pnas.1405500111 25002478PMC4115528

[60] RenX., SunJ., HousdenB.E., HuY., RoeselC., LinS., et al Optimized gene editing technology for drosophila melanogaster using germ line-specific cas9. *Proc Natl Acad Sci U S A* 2013, 110, 19012–19017. 10.1073/pnas.1318481110 24191015PMC3839733

[61] GratzS.J., HarrisonM.M., WildongerJ., O'Connor-GilesK.M. Precise genome editing of drosophila with crispr rna-guided cas9. *Methods Mol Biol* 2015, 1311, 335–348. 10.1007/978-1-4939-2687-9_22 25981484PMC4467458

[62] PatelN.H. Imaging neuronal subsets and other cell types in whole-mount drosophila embryos and larvae using antibody probes. *Methods Cell Biol* 1994, 44, 445–487. 10.1016/s0091-679x(08)60927-9 7707967

[63] SchindelinJ., Arganda-CarrerasI., FriseE., KaynigV., LongairM., PietzschT., et al Fiji: An open-source platform for biological-image analysis. *Nat Methods* 2012, 9, 676–682. 10.1038/nmeth.2019 22743772PMC3855844

[64] TrapnellC., PachterL., SalzbergS.L. Tophat: Discovering splice junctions with rna-seq. *Bioinformatics* 2009, 25, 1105–1111. 10.1093/bioinformatics/btp120 19289445PMC2672628

[65] LiaoY., SmythG.K., ShiW. The r package rsubread is easier, faster, cheaper and better for alignment and quantification of rna sequencing reads. *Nucleic Acids Res* 2019, 47, e47 10.1093/nar/gkz114 30783653PMC6486549

[66] RobinsonM.D., McCarthyD.J., SmythG.K. Edger: A bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* 2010, 26, 139–140. 10.1093/bioinformatics/btp616 19910308PMC2796818

[67] RitchieM.E., PhipsonB., WuD., HuY., LawC.W., ShiW., et al Limma powers differential expression analyses for rna-sequencing and microarray studies. *Nucleic Acids Res* 2015, 43, e47 10.1093/nar/gkv007 25605792PMC4402510

[68] DikiciogluD., NightingaleD.J.H., WoodV., LilleyK.S., OliverS.G. Transcriptional regulation of the genes involved in protein metabolism and processing in saccharomyces cerevisiae. *FEMS Yeast Res* 2019, 19.10.1093/femsyr/foz01430753445

[69] TyanovaS., TemuT., CoxJ. The maxquant computational platform for mass spectrometry-based shotgun proteomics. *Nat Protoc* 2016, 11, 2301–2319. 10.1038/nprot.2016.136 27809316

[70] ChoiH., KimS., FerminD., TsouC.C., NesvizhskiiA.I. Qprot: Statistical method for testing differential expression using protein-level intensity data in label-free quantitative proteomics. *J Proteomics* 2015, 129, 121–126. 10.1016/j.jprot.2015.07.036 26254008PMC4630079

How the deposited data were processed for this re-analysis (not part of the article)

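RNA was measured in 14 samples of *Drosophila* embryos aged 10 to 15 h. There were 3 samples of *sgg* isoA null embryos, from homozygous mothers and hemizygous fathers, with 3 samples of their control stock, and 4 samples of *sgg* isoB zygotic null embryos, picked by the lack of the fluorescent balancer, with 4 samples of control embryos picked in the same way. The results describe the second controls as the progenitor stock, and the methods describe them as the progeny of a parallel cross to the balancer. Poly(A) RNA was sequenced from a single end.

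The authors aligned the reads with TopHat and Bowtie under default parameters and counted them per gene with Rsubread over the exons of the FlyBase Release 6 annotation. The deposited counts are whole numbers for 17493 genes and are not normalized. The authors also deposited log2 CPM, log2 fold changes and p-values from limma-voom for the genes that passed filterByExpr. Their deposited log2 fold changes equal a voom fit with TMM factors to within 5e-09. The raw counts were the basis of every value computed here, and the authors' deposited log2 fold changes and p-values served only for comparison. The alignment and the counting could not be repeated from these files, and the Gene Ontology and STRING enrichments of the paper were not computed again.

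Genes were tested with R 4.3.3 and edgeR 4.0.16. In each experiment genes were kept by filterByExpr (minimum count 10, minimum total count 15), libraries were scaled by TMM, and a quasi-likelihood test compared mutant and control samples, with Benjamini-Hochberg adjustment over the genes kept. A gene was called at an adjusted p-value of at most 0.05 and a log2 fold change of at least 0.7 in either direction. The standard errors come from the fitted model. Log2 CPM used a prior count of 2. A group whose samples all had at most 3 counts was taken to be at the floor, and the fold change of such a gene is given as a lower bound. Whether the effects of the mutations differ was tested by an interaction term in a fit of all 14 samples with a mean for each condition, called at an adjusted p-value of at most 0.05. Exact permutation tests were two-sided, with a smallest p of 0.1 for 3 samples against 3 and 0.0286 for 4 against 4.

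The 11 gene sets were mitochondria-encoded protein genes, heat shock proteins and chaperones, cuticle proteins, serine peptidases, cytosolic ribosomal proteins and members of the Wnt, Hedgehog, Notch, Dpp, EGFR and insulin pathways. They were written down from gene symbols before the data were examined and tested with camera of limma 3.58.1 with a preset correlation of 0.01, adjusted over the 11 sets of each experiment. The paper had already reported changes of mitochondria-encoded, chaperone, cuticle and proteolysis genes in these same samples. The tests of the sets on these themes are therefore not independent of its results. Single genes were taken from those that the paper names, the stress genes of Fig 4B, *roX1* and *roX2*, and called members of the pathway sets. In each experiment the 5 called genes with the largest fitted rises and the 5 with the largest fitted falls, among those whose groups do not overlap, were added. The stress genes *Hsp70Bb*, *Hsp70Bc*, *Hsp70Bbb*, *CG5290* and *Cnx14D* are not described one by one among the rises in *sgg* isoB. Of these, *Hsp70Bc* (5.11) and *Hsp70Bbb* (4.79) are also among the 5 largest rises in *sgg* isoB. Other genes are named where it is said that they were chosen after their values were seen. Lists of muscle, synaptic and early patterning transcripts were also written before the counts were read. Lists of eggshell, yolk protein, unfolded protein response and glycolysis transcripts were written after called genes had been seen.

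Symbols were matched by FlyBase identifier to an Ensembl annotation of the Release 6 assembly read with rtracklayer 1.62.0. Of the 17493 identifiers, 17362 matched, and 49 genes had no symbol in it or in the authors' tables. That annotation is later than the one the authors counted on, so the ends of some genes differ. Overlapping genes, and copies of nearly the same sequence, are uncertain where the counting dropped shared reads.

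Total counts per sample ran from 8082962 to 25124367. Between replicates of a condition the counts differed by more than sampling noise, with a chi-squared per gene of 13.1 to 84.4 in the 18 pairs, and no 2 libraries were identical. The tests were tested on simulated data, drawn from the means and library sizes of the real samples with 200 genes changed. The edgeR test called 191 of 199 changed genes that were tested in the *sgg* isoA design and 11 unchanged ones, and 188 of 197 in the *sgg* isoB design and 2 unchanged ones. The interaction test called 156 of 200 and 13 unchanged genes. In both designs camera called the set that had been moved and 0 of the random sets. Draws from means and library sizes do not carry the correlation between genes of the real samples. The simulation therefore does not bear on set calls that depend on that correlation. It also did not test whether changes as small as the pathway medians, or near the fold change threshold, would be found.

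The alternatives were limma-voom with TMM factors or library sizes only, DESeq2 1.42.0, RLE scaling or library sizes only in edgeR, no filter beyond 1 count, at least 10 counts in every sample, other thresholds, a fit of all 14 samples, the replicate number as a term, each sample left out in turn, mitochondria-encoded genes left out before normalization, fry and an estimated correlation for the gene sets, and the chaperone set without the Hsp70A and Hsp70B genes. An alternative chosen after seeing the data drew all libraries of an experiment down to the smallest total.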

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

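The tests of the mitochondrial RNA level in the controls, of the chromosomes of the called genes, of the Hsp70 copies and of equal depth, and the reading of the splits for the Notch and insulin pathways, were chosen only after the results they concern had been seen, while the labellings drawn within the experiments and the lists of age markers were set beforehand.

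In the *sgg* isoB experiment 84 groups of 4 samples were searched for a sample far from the others, by the gap to its nearest neighbour as a share of the range of the group, against Dixon's critical value. There were 10 such samples where chance gives 4.2. Each group of this experiment held a library of lower depth, null replicate 1 with 14378062 counts against at least 24192889 in the others (0.913) and control replicate 2 with 11189291 against at least 22417978 (0.891). A lower depth is a technical difference that scaling removes from the levels but not from their noise. With all libraries drawn down to the smallest total, 441 genes were called, of which 399 were among the 488 called at full depth, so unequal depth does not account for most of them. The ratio of 1 in the controls for *Hsp70Aa* (replicate 4) and *Hsp70Ba* (replicate 1) comes from 1 count against 0 in the other controls. In the zygotic nulls *Npc2d* was low in replicate 2 (0.902), *CG5225* high in replicate 4 (0.917) and *CG17376* low in replicate 2 (0.851), on 9 counts or fewer in any null sample. Counting noise of so few reads is open for these 5 genes and was not tested. The other 3 have more reads. *E(spl)malpha-BFM* was high in null replicate 4 (0.914), *Hsc70-3* high in control replicate 3 (0.951) and *lncRNA:roX1* low in control replicate 1 (0.891). No biological explanation was tested, since the samples of a group share their genotype.

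The effect of the mutation differed between the experiments for 280 of 11021 genes, with 188 higher in *sgg* isoB relative to *sgg* isoA and 92 lower, and 2304 had an unadjusted p-value under 0.05. Of 100 labellings drawn within the experiments, 1 gave as many genes, the real one, and the largest number in the others was 224. With library sizes only in place of TMM the number was 318, with 128 higher and 190 lower, and 220 of them were among the 280, so how many genes pass in each direction depends on the scaling. Of the 280, 74 were called in *sgg* isoB and 43 in *sgg* isoA. The experiments share no samples and differ in the affected exon, in the maternal contribution, in how the embryos were selected and in the cross behind the controls. A batch difference between them cannot be told apart from the difference between the mutations, and these biological differences stay open as untested.

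Among the gene sets, the difference between the effects passed the threshold in 6 of 11 with camera in limma, which was not repeated with fry. It was 0.80 for mitochondria-encoded genes (adjusted p = 1.31e-05), 0.65 for heat shock proteins and chaperones (adjusted p = 1.45e-25), -0.51 for cuticle proteins (adjusted p = 4.17e-06), 0.37 for cytosolic ribosomal proteins (adjusted p = 1.92e-18), 0.23 for the Notch pathway (adjusted p = 0.0269) and 0.090 for the insulin pathway (adjusted p = 0.00299). For the mitochondria-encoded genes a high level in the *sgg* isoA controls is a candidate source. Their mean log2 CPM was 1.01 above that of the *sgg* isoB controls (two-sided exact permutation test, p = 0.0286, the smallest that 3 samples against 4 can give), while the *sgg* isoA null samples were 0.076 above them (exact p = 0.771). The *sgg* isoB controls come from another cross, with embryos selected in another way, so an effect of the mutation is not excluded. For the chaperones, reads shared between the Hsp70 copies do not account for the rise in *sgg* isoB, since the median without these genes was 0.41. For the cuticle proteins a younger age of the *sgg* isoB mutants stays open. The ribosomal proteins moved little in either experiment (-0.24 and 0.096), and no explanation of their difference, or of those in Notch and insulin members, was tested beyond these. For these 2 pathways 2 of the 35 splits of the *sgg* isoB samples gave as large a median change.

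Single members of signalling pathways were called in both experiments, beside the paper's statement on major pathways as a whole. In *sgg* isoA this was *rl* (0.97), with all 3 null samples above the controls. Among genes placed on a nuclear chromosome, which leaves out the mitochondria-encoded ones and those without a position, 59 of 95 called genes (62.1%) lay on chromosome 2 against 3881 of 10293 tested (37.7%; two-sided Fisher's exact test, p = 1.80e-06), and the control is the stock that was injected, while the edited flies had been crossed to another stock. Within chromosome 2, however, 15 called genes had another within 50 kb, where random draws gave a median of 10 (one-sided permutation test, p = 0.146). Second-chromosome background and an effect of the mutation cannot be told apart for *rl*, because no sample crosses them. In *sgg* isoB the genes were *ImpL2* (0.86), *E(spl)malpha-BFM* (0.94), *ptc* (0.77) and *Thor* (2.41), each with all 4 null samples above all 4 controls. The *sgg* isoB calls were not concentrated on the X, where 67 of the 485 placed on a nuclear chromosome (13.8%) lay, against 1736 of 10587 tested (16.4%). None of these 4 genes is X-linked. Genes next to the edited locus were not counted apart, so background there was not tested. A younger age of the mutants could raise patterning genes such as *ptc*, and the early patterning list was higher by a median of 0.24, with an adjusted p of 0.0291 with camera and 0.052 with fry in limma. Both a younger age and an effect of the mutation remain open.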

How the results depend on the processing

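The alternatives were fixed before the data were examined, apart from the libraries drawn down to equal depth, which was chosen after seeing the data. The chaperone set without the Hsp70A and Hsp70B genes was among those fixed beforehand. Its use as a test of reads shared between the Hsp70 copies was chosen afterwards.

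The number of genes called for *sgg* isoA was 101. It kept within 1.5 times that number with voom (103 with TMM, 136 with library sizes only), RLE (99), library sizes only (99), no filter (111), at least 10 counts in every sample (78), no minimum fold change (103), without mitochondria-encoded genes (96) and at equal depth (90, of which 83 were among the 101). It was 368 with DESeq2, 295 in the fit of all 14 samples and 12 at an adjusted p-value of 0.01. It ran from 6 to 183 genes across the 6 fits that each left out a sample: 10, 12 and 6 without null replicate 1, 2 or 3, and 35, 113 and 183 without control replicate 1, 2 or 3. These fits have fewer samples, and the cause of their spread was not tested beyond that. The share of higher genes was larger with library sizes only. In edgeR 30 were higher and 71 lower with TMM and 30 and 69 with RLE, against 41 and 58 with library sizes only, and in voom 26 and 77 with TMM against 58 and 78 with library sizes only. DESeq2 gave 157 and 211, a share of higher genes that RLE scaling alone did not give in edgeR, and the fit of all 14 samples gave 120 and 175. The balance was reversed without null replicate 1, 2 or 3 (7 higher and 3 lower, 9 and 3, 5 and 1). It was also reversed at an adjusted p-value of 0.01 (8 and 4). Without control replicate 1, 2 or 3 most were still lower (9 higher and 26 lower, 26 and 87, 48 and 135).

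For *sgg* isoB the number was 488. It stayed within 1.5 times that number with voom (486 with TMM, 513 with library sizes only), DESeq2 (615), RLE (468), library sizes only (500), no filter (453), at least 10 counts in every sample (431), the fit of all 14 samples (476) and equal depth (441). It was 1183 with no minimum fold change and 127 at an adjusted p-value of 0.01, and ran from 202 to 676 across the 8 fits that each left out a sample: 325 and 318 without null replicate 2 or 3, and 215 and 202 without control replicate 2 or 3. The cause was not tested. The 280 genes with a different effect became 239 with voom, 318 with library sizes only (128 higher and 190 lower, against 188 and 92) and 282 with at least 10 counts in every sample.

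With fry and with an estimated correlation, 6 sets of *sgg* isoA were no longer past the threshold: mitochondria-encoded genes (-0.86), chaperones (-0.17), cuticle proteins (-0.20), serine peptidases (-0.42), ribosomal proteins (-0.24) and Wnt (0.19). In *sgg* isoB an estimated correlation took the calls of cuticle proteins (-0.83), serine peptidases (-1.01), ribosomal proteins (0.096), Wnt (0.15), Notch (0.22), EGFR (0.18) and insulin (0.11); fry took that of the ribosomal proteins (0.096) and added Dpp (0.11). These tests allow for correlation between genes, which the preset value sets at 0.01.

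Leaving out a sample took calls of *sgg* isoA sets: cuticle proteins (-0.40 to -0.10; lost without null replicate 1, -0.13, control replicate 1, -0.13, and control replicate 2, -0.10), chaperones (-0.26 to -0.045; lost without null replicate 2, -0.18, null replicate 3, -0.14, and control replicate 3, -0.045), serine peptidases (-0.79 to -0.16; lost without control replicate 3, -0.16) and Wnt (0.099 to 0.25; lost without null replicate 3, 0.099, and control replicate 3, 0.0998). Notch ran from -0.065 to 0.047 and was reversed without null replicate 1 (-0.065). In *sgg* isoB mitochondria-encoded genes ran from -0.22 to 0.068 and were reversed without null replicate 1 (0.068) and control replicate 4 (0.013), and Dpp ran from 0.067 to 0.14 and passed the threshold without null replicate 3 (0.068) and control replicate 4 (0.14). The cause was not tested. The other values of the sets kept their direction and side of the threshold, 99 of 121 for *sgg* isoA and 131 of 144 for *sgg* isoB. Levels of *sgg* kept both under every alternative run for that gene, from 0.11 to 0.36 in *sgg* isoA and from -0.31 to -0.18 in *sgg* isoB.

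Single genes gave 875 values under the alternatives for 56 results, of which 797 kept direction and call, 70 lost the call, 5 gained one and 3 were reversed: *Hsf* in *sgg* isoA (-0.066 to 0.060 across the fits that left out a sample) without null replicate 1 (-0.048) and control replicate 1 (-0.066), and *lncRNA:roX2* in *sgg* isoA (-0.30 to 0.014) without control replicate 1 (0.014). Neither gene was called in these fits.

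Replicate numbers do not pair the samples: deviations from the group means of samples with the same number had correlations of -0.20, -0.16 and -0.10 in *sgg* isoA and of -0.12, -0.19, 0.06 and 0.19 in *sgg* isoB. With the replicate number as a block, 43 genes were called in *sgg* isoA, 37 of them among the 101, and 170 in *sgg* isoB, 161 of them among the 488.

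The controls of *sgg* isoA had the lowest depth, which limits what is seen of genes under about 0.371 CPM, the level of 3 counts in the smallest library.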

Differences from the paper's values

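With edgeR's quasi-likelihood test, TMM factors and all samples of an experiment, the numbers of genes called were within 1.5 times those the paper states, and the log2 fold changes of the genes named here were within the replicate SD, combined over both groups, of the paper's in S2 Table. Under some alternatives they were not. Against the paper's 100 genes for *sgg* isoA, DESeq2 gave 368, the fit of all 14 samples 295, the replicate number as a block 43, an adjusted p-value of 0.01 gave 12, and leaving out null replicate 1, 2 or 3 or control replicate 1 or 3 gave 10, 12, 6, 35 and 183. The paper's 26 higher genes became 41 with library sizes only in edgeR and 58 with library sizes only in limma-voom. Against the paper's 482 genes for *sgg* isoB, the block gave 170, an adjusted p-value of 0.01 gave 127, no minimum fold change 1183, and leaving out null replicate 3 or control replicate 2 or 3 gave 318, 215 and 202. The numbers of higher or of lower genes alone were also more than 1.5 times apart for *sgg* isoB with DESeq2 (159 higher against the paper's 94), without null replicate 4 (147 higher against the paper's 94) and without null replicate 2 (241 lower against the paper's 388). Of the log2 fold changes, *vis* in *sgg* isoA without null replicate 3 (-4.67 against the paper's -3.93) and *CG5225* in *sgg* isoB without null replicate 4 (-3.38 against the paper's -2.61) lay outside the replicate SD.

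For *Hsp70Aa*, *Hsp70Ba* and *CG13041* in *sgg* isoB the first statement holds only because a group at or under 3 counts gives a lower bound. The bounds are at least 14.4-fold higher, at least 37.7-fold higher and at least 3.25-fold lower, and the paper's log2 fold changes in S2 Table are 5.92, 7.15 and -4.4. The log2 fold changes fitted by edgeR were 7.02 for *Hsp70Aa*, 8.40 for *Hsp70Ba* and -6.32 for *CG13041*, which lie farther from 0 than the paper's and depend on the prior count. Of the alternatives set before the data were examined, limma-voom with TMM gave 5.92, 7.15 and -4.40 and limma-voom with library sizes only gave 5.91, 7.13 and -4.42. DESeq2 gave 7.27, 8.66 and -5.75, and the fits with edgeR did not reach the paper's values either.

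Of the genes in S2 Table, 8 for *sgg* isoA and 30 for *sgg* isoB were not called with edgeR's quasi-likelihood test. All 8 were called by limma-voom with TMM, by DESeq2 and in the fit of all 14 samples, and 7 by limma-voom with library sizes only. Of the 30, 29 were called by limma-voom with TMM, 28 by limma-voom with library sizes only, 20 by DESeq2 and 12 in the fit of all 14 samples. The other alternatives, leaving out a sample included, called at most 4 of the 8 and at most 14 of the 30.

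The paper reports finding no change in any of the major pathways of development and signalling in *sgg* isoB. Here the medians of 5 pathway sets passed the threshold with camera in limma, but they were small, from 0.11 for insulin to 0.22 for Notch, and 2 of the 35 splits of the samples gave as large a median for each of these 2 sets. In the same comparison *ptc* (0.77), *E(spl)malpha-BFM* (0.94), *Thor* (2.41) and *ImpL2* (0.86) were called. These 4 genes are also listed in S2 Table.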

Other observations

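The tests of the chromosomes of the called genes, the 2R stretch, the mitochondrial RNA level of the controls, the eggshell transcripts, the Hsp70 copies, equal depth, the unfolded protein response and low oxygen were chosen only after the results they concern had been seen, as were the reading of the splits for 8 gene sets of *sgg* isoB and 10 of *sgg* isoA and the statistic that compares the falls of the mitochondria-encoded genes with each other.

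The count of 101 genes called in *sgg* isoA was given by 1 of the 10 splits of the 6 samples, the real one, while the other 9 gave 0. The median fall of the mitochondria-encoded genes was also as large in 1 of 10 splits, with 0.55 as the largest of the others. As 3 samples against 3 cannot give a share under 0.1, this cannot exclude that the *sgg* isoA samples fell apart by chance. For the 8 samples of *sgg* isoB, 1 of the 35 splits gave as many genes as the 488, and the largest count in the others was 2. The same share, 1 of 35, held for the medians of the heat shock proteins and chaperones, of the cuticle proteins, of the serine peptidases and of the Wnt, Hedgehog and EGFR pathways. Other sets of *sgg* isoB were matched by more splits: the Notch pathway by 2 of 35 (0.23 in the other split against 0.22), the insulin pathway by 2 of 35 (0.12 against 0.11), the Dpp pathway by 3 of 35, ribosomal proteins by 6 of 35 and mitochondria-encoded genes by 26 of 35, so a chance split of the samples is not excluded for these 5 sets. In *sgg* isoA, of 10 splits, 1 matched the ribosomal proteins, the Wnt pathway and the Dpp pathway, 2 the serine peptidases, 3 the chaperones and the EGFR pathway, 4 the cuticle proteins and the Hedgehog pathway, and 8 the Notch and insulin pathways.

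The mitochondria-encoded genes were lower in *sgg* isoA null embryos. If these libraries held less mitochondrial RNA of every kind, all its genes would fall by similar amounts. All 17 tested were lower, ribosomal and transfer RNAs included, but the falls of the 12 protein genes had an SD of 0.498 around their mean against a median standard error of 0.16 (Cochran's Q 59.3, which treats the genes as independent although they share libraries). An equal loss of all mitochondrial RNA is thus not what the values show as the whole cause, and an unequal one stays open. Another candidate explanation is that the *sgg* isoA controls are high. The mean log2 CPM of these genes was 7.85 in those controls, 6.91 in *sgg* isoA nulls, 6.83 in *sgg* isoB controls and 6.71 in *sgg* isoB nulls. The *sgg* isoA controls were 1.01 above the *sgg* isoB controls (two-sided exact permutation test, p = 0.0286, the smallest possible) and the *sgg* isoA nulls 0.076 above them (exact p = 0.771). Mitochondria-encoded genes of every kind took 9.56% of the counts in the *sgg* isoA controls and 6.74% in the *sgg* isoA nulls. Most of this share was the ribosomal RNA *mt:lrRNA*, not the protein genes. The *sgg* isoB controls come from another cross, with embryos selected in another way, and may belong to another batch, so this does not show which group is the unusual one, and an effect of the mutation was not excluded.

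Whether a different share of male embryos lies behind genes called in *sgg* isoA was examined with the 2 RNAs of the male X. *lncRNA:roX1* had a log2 fold change of -0.35 (standard error 0.20, adjusted p = 0.382 from edgeR's test) and *lncRNA:roX2* one of -0.13 (standard error 0.21, adjusted p = 0.754 from the same edgeR test), and the samples were not divided by sex. With fewer males, no gene would fall by more than an RNA made by males alone. With 1 sample left out these changes ran from -0.54 to -0.14 and from -0.30 to 0.014. Each of the 71 lower genes called fell by at least 0.7, and the median size of change of all called genes was 1.41. This comparison holds only if the 2 RNAs follow the share of males, which the counts do not show. The *sgg* isoB groups, which the cross makes male, had 757 and 564 CPM of *lncRNA:roX1*. The unsorted *sgg* isoA groups had 515 and 656 CPM, scaled within their own experiment. A different share of males therefore stays open for the 71 lower genes and for the 30 higher ones. Lower depth of the *sgg* isoA controls does not account for most of the 101 genes, as 83 of the 101 were called again with all libraries drawn down to the smallest total.

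Genes were placed on the nuclear chromosomes, which leaves out the mitochondria-encoded genes and those without a position. Chromosome 2 held 59 of the 95 placed genes called in *sgg* isoA (62.1%) and 3881 of the 10293 tested (37.7%; two-sided Fisher's exact test, p = 1.80e-06, adjusted p = 1.08e-05 over 6 comparisons), against 178 of the 485 placed genes called in *sgg* isoB (36.7%). The called genes had a neighbour within 50 kb in 15 cases, against a median of 10 in 10000 random draws of tested genes of the chromosome (one-sided permutation test, p = 0.146). In the first 2000000 bases of 2R, a stretch picked after the called genes had been seen, 7 of 12 tested genes were called, 6 of them higher, among them *rl*, *Yeti* (1.02) and *CG40498* (2.15). A second-chromosome background of the control stock may contribute to these, but it cannot be told apart from an effect of the mutation, as every control carries the one and every null sample the other. For *sgg* isoB, 67 of these 485 lay on the X (13.8%) against 1736 of the 10587 tested (16.4%), so the calls were not concentrated there. This share covers the whole X and does not test background next to the edited locus.

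Eggshell transcripts rose in *sgg* isoA null embryos, with a median of 1.95 over 21 genes fitted without a filter on low counts (19 higher, 2 called, adjusted p = 0.0466 with fry in limma over 7 lists). In 5 of them the controls were at the floor, and with these at their bounds the median was 1.11 with 18 higher. Together they took 95.9 ± 26.3 CPM (SD, n = 3) in the nulls and 34.8 ± 15.5 CPM (SD, n = 3) in the controls, where the *sgg* isoB groups had 11.2 ± 1.82 and 6.60 ± 1.39 CPM (SD, n = 4 each). RNA from ovaries or unlaid eggs could give this, and the yolk protein genes of adult females differed in their changes (*Yp1* 2.54, *Yp2* 1.16, *Yp3* 0.14), at 8.06 CPM or less. The source cannot be told apart from an effect of the mutation at these low levels, and the list was written after some of its genes had been seen.

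The lower cuticle and peptidase genes in *sgg* isoB could come from younger mutant embryos. Muscle structure transcripts had a median of -0.23 (16 of 16 lower), synaptic transcripts -0.13 (12 of 14 lower) and early patterning transcripts 0.24 (13 of 15 higher), all in the direction that a younger age predicts. With fry in limma the adjusted p-values were 0.0668, 0.124 and 0.0520, and with camera they were 0.00319, 0.0758 and 0.0291. The lists do not decide it, and a delay of development in the mutants, which would be biological, and an earlier collection cannot be told apart. In *sgg* isoA the medians of the same lists were -0.053, 0.012 and 0.18.

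The rise of chaperones in *sgg* isoB kept a median of 0.41 without the Hsp70A and Hsp70B genes, so reads shared between those copies are not its whole cause. An unfolded protein response is a candidate explanation for part of it. Its list without *Hsc70-3*, *Ero1L* and *Gp93*, which had been seen, rose by a median of 0.27 (9 of 10 higher, adjusted p = 0.00295 with fry in limma), against -0.17 in *sgg* isoA. *Hph* had the smallest adjusted p-value in *sgg* isoB, with a log2 fold change of 2.81 (standard error 0.08, adjusted p = 1.55e-07 from edgeR's test) and 238 ± 10.4 CPM against 33.9 ± 2.66 CPM (SD, n = 4 each), and was picked for that. Low oxygen would raise it together with the enzymes of glycolysis, whose median was 0.034 (6 of 12 higher), though *Ldh* had 0.52, so this stays open. In *sgg* isoA the median of that list was -0.24, with 11 of 12 lower and 0 called (2 with an unadjusted p-value under 0.05).

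In both experiments 16 genes were called, 13 of them in the same direction, where 4.00 would be shared by chance (two-sided Fisher's exact test, p = 1.85e-06). The experiments have separate control samples, but the labels of both sets of controls carry the name of the injected line. A difference of background shared by both experiments is therefore not excluded as a source of these genes.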
